# *Lrpap1* deficiency leads to myopia through TGF-β-induced apoptosis in zebrafish

**DOI:** 10.1186/s12964-022-00970-9

**Published:** 2022-10-19

**Authors:** Shanshan Liu, Ting Chen, Binghao Chen, Yijun Liu, Xiaohe Lu, Jiali Li

**Keywords:** LRPAP1, Myopia, Transforming growth factor β, Zebrafish, Apoptosis

## Abstract

**Background:**

Frameshift mutations in *LRPAP1* are responsible for autosomal recessive high myopia in human beings but its underlying mechanism remains elusive. This study aims to investigate the effect of *LRPAP1* defect on ocular refractive development and its involved mechanism.

**Methods:**

A *lrpap1* mutant zebrafish line with homozygous frameshift mutation was generated by CRISPR/Cas9 technology and confirmed by Sanger sequencing. The ocular refractive phenotype was analyzed by calculating the relative refractive error (RRE) with vivo photography and histological analysis at different development stages, together with examining ocular structure change via transmission electron microscopy. Further, RNA sequencing and bioinformatics analysis were performed. The potentially involved signaling pathway as well as the interacted protein were investigated in vivo.

**Results:**

The *lrpap1* homozygous mutant zebrafish line showed myopic phenotype. Specifically, the mutant lines showed larger eye axial length-to-body length in one-month old individuals and a myopic shift with an RRE that changed after two months. Collagen fibers became thinning and disordered in the sclera. Further, RNA sequencing and bioinformatics analysis indicated that apoptosis signaling was activated in mutant line; this was further confirmed by acridine orange and TUNEL staining. Moreover, the expression of TGF-β protein was elevated in the mutant lines. Finally, the treatment of wild-type embryos with a TGF-β agonist aggravated the degree of eyeball apoptosis; conversely, the use of a TGF-β inhibitor mitigated apoptosis in mutant embryos.

**Conclusion:**

The study provides functional evidence of a link between *lrpap1* and myopia, suggesting that *lrpap1* deficiency could lead to myopia through TGF-β-induced apoptosis signaling.

**Video abstract**

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-022-00970-9.

## Background

Myopia or nearsightedness is characterized by a mismatch between the axial length of the eye and its refractive power, leading to the projection of a defocused image on the retina. This condition is the most common cause of refractive error and has recently emerged as a global health issue [1, 2]; of note, high myopia increases the risk of retinal detachment, glaucoma, cataracts, and myopic macular degeneration [3].

Myopia is influenced by genetic and environmental factors; the contribution of the former has been estimated to be 60%–80% [4]. In fact, molecular genetic studies based on families/populations with high myopia have identified multiple loci and pathogenic genes, including low-density lipoprotein receptor-related protein-associated protein 1 (*LRPAP1*) [5–9]. To date, a total of three homozygous frameshift mutations in *LRPAP1* have been found in fourteen patients with early-onset high myopia from nine unrelated families: c.863_864delTC (p.Ile288Argfs*118) (n = 10) [7, 8], c.605delT (p.Asn202Thrfs*8) (n = 3) [6], and c.199delC, (p.Q67sfs*8) (n = 1), as reported in our previous study [7]. Altogether, these findings indicate a relationship between frameshift mutations in *LRPAP1* and autosomal recessive high myopia. However, the underlying mechanism is still unclear.

LRPAP1 functions as a chaperone of lipoprotein receptor-related proteins [10, 11]. Previous studies have shown that the main functions of LRP1 are to assist the liver in clearing plasma proteins, control the function of adipocytes and the blood–brain barrier, regulate lipid metabolism, and transport the Aβ peptide in Alzheimer’s disease [12] through platelet-derived growth factor and transforming growth factor β (TGF-β) signaling [13, 14]. TGF-β signaling has also been shown to be involved in myopia, particularly in the remodeling of the sclera extracellular matrix [15–17]; the loss of function of LRPAP1 may lead to a decrease in LRP1, which in turn activates TGF-β signaling [9]. However, whether TGF-β was interacted with *LRPAP1* in regulation of myopia development remains unknown.

Zebrafish and humans have 70% sequence similarity, as well as a similar development of the visual systems; therefore, zebrafish is an appropriate model for the study of genetic and environmental eye diseases [18, 19]. Here, we analyzed the role of the *lrpap1* gene, orthologous to the human *LRPAP1* gene by generating a *lrpap1* frameshift mutant. The mutant line with *lrpap1* deficiency resulted in myopic phenotype. Our mechanistic analysis indicated that apoptosis signaling was activated in *lrpap1* mutant zebrafish, in a TGF-β-dependent fashion. Altogether, our results provide new insights into the mechanisms underlying *LRPAP1*-related myopia.

## Materials and methods

### Ethics statement

All experiments involving zebrafish were approved by the Animal Care and Use Committees of Southern Medical University and the South China University of Technology.

### Zebrafish lines and maintenance

The founder of zebrafish line was purchased from the China Zebrafish Resource Center (CZRC Catalog ID CZ921). A stable *lrpap1* homozygous mutant line was obtained via several rounds of crossing and genotyping. Mutalyzer 2.0.34 (https://mutalyzer.nl/) was used to check variant descriptions and predict the affected protein from the variant coding sequence. Protein Homology/analogY Recognition Engine V 2.0 (Phyre2, http://www.sbg.bio.ic.ac.uk/phyre2) was used to predict the protein tertiary structure [20]. All animal procedures were performed according to previously established protocols [21]; embryos were collected and staged as described by Kimmel et al. [22].

### Genotyping

The tail fin tissues of zebrafish were extracted, and each zebrafish was kept in isolation until the genotype was determined. Each tail fin was immersed in 30 μL of 50 mM NaOH and incubated at 96 °C for 40 min. After the tissue was completely dissolved, 3 μL of 1 M Tris–HCl (pH 8.0) was added to the solution (Additional file 1). PCR was performed using ApexHF HS DNA Polymerase FS (Accurate Biology, China) and the primers were: *lrpap1*-Forward: GGATAGCGCTGCAGATGCTC/ *lrpap1*-Reverse: AACTTGCTTCACGTTAACTGCGAGTA. Single bands from agarose gels were sequenced (Shanghai Shenggong Bioengineering Co. Ltd).

### Quantitative real-time PCR (qRT-PCR)

Total RNA was extracted using TRIzol (Accurate Biology, AG21101, Hunan, China), reverse-transcribed using random primers and reverse transcriptase (Yeasen, 11121ES60, Shanghai, China). qRT-PCR was performed on a real-time PCR system (CFX96 Connect, Bio-Rad, USA) using the qPCR SYBR Master Mix (Yeasen, 11203ES03, Shanghai, China). The expression levels were determined with the obtained threshold cycle values using the 2^−△△Ct^ method. β-Actin was used as the housekeeping gene in this study. The primer sequences used were as follows: *lrpap1*-Forward: 5’-GCAACAACCAGGTGGAAT-3’; *lrpap1*-Reverse: 5’-TCAAGTCACTGTGTAGTTCTG-3’; *β-actin*-Forward: 5’-TTCTTGGGTATGGAATCTTGCGGTATC-3’; *β-actin*-Reverse: 5’-CAGTGTTGGCATACAGGTCCTTACG-3’.

### Longitudinal measurements of the eye dimensions via in vivo imaging

Zebrafish were anesthetized with 5 mg/L tricaine (Macklin, E808894, Shanghai, China) and imaged using an Olympus stereoscopic fluorescence microscope from the side and back perspectives. Images were uploaded into Image J (version 1.51) to measure values of the following parameters: axial length (from the front of the cornea to the back of the sclera), body length (from the top of the head to the end of the trunk before the caudal fin), and lens diameter (from the anterior to the posterior surface of the lens). The time points analyzed were 7, 14, and 21 days post-fertilization, as well as one and two months post-fertilization. The relative refractive error (RRE) was calculated [23, 24]: 1 − retinal radius/(lens radius × 2.324), where retinal radius = (axial length—lens radius).

### RRE measurement through the histology method

Heads were fixed in 10% neutral formalin at room temperature (RT) overnight, then placed in EDTA decalcification solution [25]. Samples were dehydrated and embedded in paraffin (Additional file 2: Table S1) to prepare sections of 4-μm thickness (Leica, RM2245, Germany). Central eye sections where the optic nerve is located (or close to) was selected for hematoxylin and eosin (HE) staining (Additional file 3: Table S2). The axial length was measured from the front of the cornea to the back of the retinal pigment epithelium, and the lens diameter was measured from the anterior surface to the posterior surface.

### Electron microscopy of the scleral collagen fibers

The eyeballs of three-month-old zebrafish were processed for electron microscopy as previously described [26] and imaged using a transmission electron microscope (TEM, JEM-1400 PLUS, Japan Electron Optics Laboratory). One hundred and twenty collagen fibers were selected from six different locations in each group, and the fiber diameter and cross-sectional area were measured using the ImageJ software.

### Western blot analysis

Both eyes of each fish were lysed in RIPA lysis buffer (Beyotime, P0013B, Shanghai, China) containing protease inhibitors. The protein concentration was determined using the BCA Protein Assay Kit (Thermo, NO.23227, USA), and samples were resolved on SDS-PAGE and transferred to nitrocellulose membranes. The membranes were blocked in 5% nonfat milk with shaking for 1.5 h at RT, and incubated with primary antibody (1:100 dilution) at 4 °C overnight. After washing the membrane with Tris-buffered saline-Tween (Boster, AR0195, Wuhan, China) three times (10 min each), HRP-conjugated secondary antibody (1:5000, NO. BA1054, Boster, Wuhan, China) was added and incubated for two hours at RT. Finally, proteins were visualized by using an enhanced chemiluminescent detection reagent (Tannon, 180–501, Shanghai, China) and an ECL detection system (Tannon 5200, Shanghai, China). The anti- Lrpap1 primary antibody was prepared in-house via the immunization of rabbits with the peptide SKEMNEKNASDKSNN + Cys. The anti-TGF-beta 1 primary antibody was purchased from SAB (NO.48569, Signalway Antibody, USA).

### RNA-seq and bioinformatics analysis

Twelve pairs of samples (eyeballs from three-month-old zebrafish, including six wild-type and six mutant) were collected. After total RNA was extracted, mRNA with a PolyA tail was enriched with oligo(dT). Then, 6G clean bases were generated by sequencing (Illumina HiSeq2500). RNA-seq reads were aligned to the zebrafish genome (Ensembl, GRCz11) using HISAT2 [27], and TPM was used to further normalize the gene expression counts [28]. Differentially expressed genes were determined using DESeq2, based on the negative binomial generalized linear model using the following cut-off values: |log2 (fold change)|> 1 and adjusted *p *value < 0.05.

### Treatment with the TGF-β agonist or inhibitor

At 20 hpf, wild-type embryos were treated with hydrochloride (10 μM TGF-β agonist, HY-100347A, MedChemExpress, USA), whereas *lrpap1* mutant embryos were treated with oxymatrine (10 μM TGF-β inhibitor, HY-NO158, MedChemExpress, USA). Fresh agonist or inhibitor solution was added once per day.

### Detection of cell apoptosis

Embryos were immersed in 2 μg/mL acridine orange (AO) in E3 medium for 40 min and then rinsed four times with E3 medium. After incubation with 140 mg/L tricaine for three minutes to obtain an effective anesthesia, embryos were observed and imaged using Olympus (SZ61, Olympus, Japan) and Zeiss (SteREO Discovery, V20, Carl Zeiss AG, Germany) microscopes.

For Tdt-mediated dUTP nick-end labeling (TUNEL) immunostaining, the One Step TUNEL Apoptosis Assay Kit (Beyotime Biotechnology, Shanghai, China) was used following the manufacturer’s instructions. After treatment with the fluorescent labeling solution, the cell nuclei were stained with DAPI (Solarbio, Beijing, China) for 10 min. All samples were imaged using an inverted fluorescence microscope (model no. TI2-E, Nikon, Japan).

### Statistical analysis

All data were processed, calculated, and graphed using GraphPad Prism 8. Statistical significance was determined using the Student’s t-test, Linear regression analysis or the one-way ANOVA with Bonferroni correction (more than two groups). The significance levels are defined as follows: ns, *p* > 0.05; *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001.

## Results

### Characterization of the zebrafish *lrpap1* homozygous mutant line

In situ hybridization showed that *lrpap1* is widely expressed in wild-type embryos, 72 hpf, mainly in the kidneys and head, including in the eyeball (Fig. 1A). *lrpap1* frameshift mutations were introduced by CRISPR-Cas9 technology. The CRISPR target and PAM site were in exon1 (Fig. 1B); a 5-base deletion and a 4-base insertion mutation were confirmed by Sanger sequencing (Fig. 1C, D), described as c.264_268delinsTCTC and predicted to result in an abnormal protein (p.Lys35Asnfs*3). Of note, results of qRT-PCR analysis (Fig. 1E) reveal that *lrpap1* mRNA expression was slightly decreased in the *lrpap1 *mutant lines, although this was not statistically significant (*p* = 0.631). Phyre2 model with the highest confidence is shown in Fig. 1F. For wild-type zebrafish, 276 residues (83% of the sequence) were modeled with 97.4% confidence and for the mutant, 12 residues (33% of the sequence) were modeled with 93.5% confidence. Importantly, the predicted tertiary structure of the Lrpap1 protein changed greatly in the context of the *lrpap1* mutation. Western blot analysis revealed that the Lrpap1 protein levels were markedly lower in *lrpap1* mutant zebrafish than in the wild-type, both two- and three-months post-fertilization (Fig. 1G), with the relative quantitation result shown in Fig. 1H (*p* < 0.0001).

**Fig. 1:**
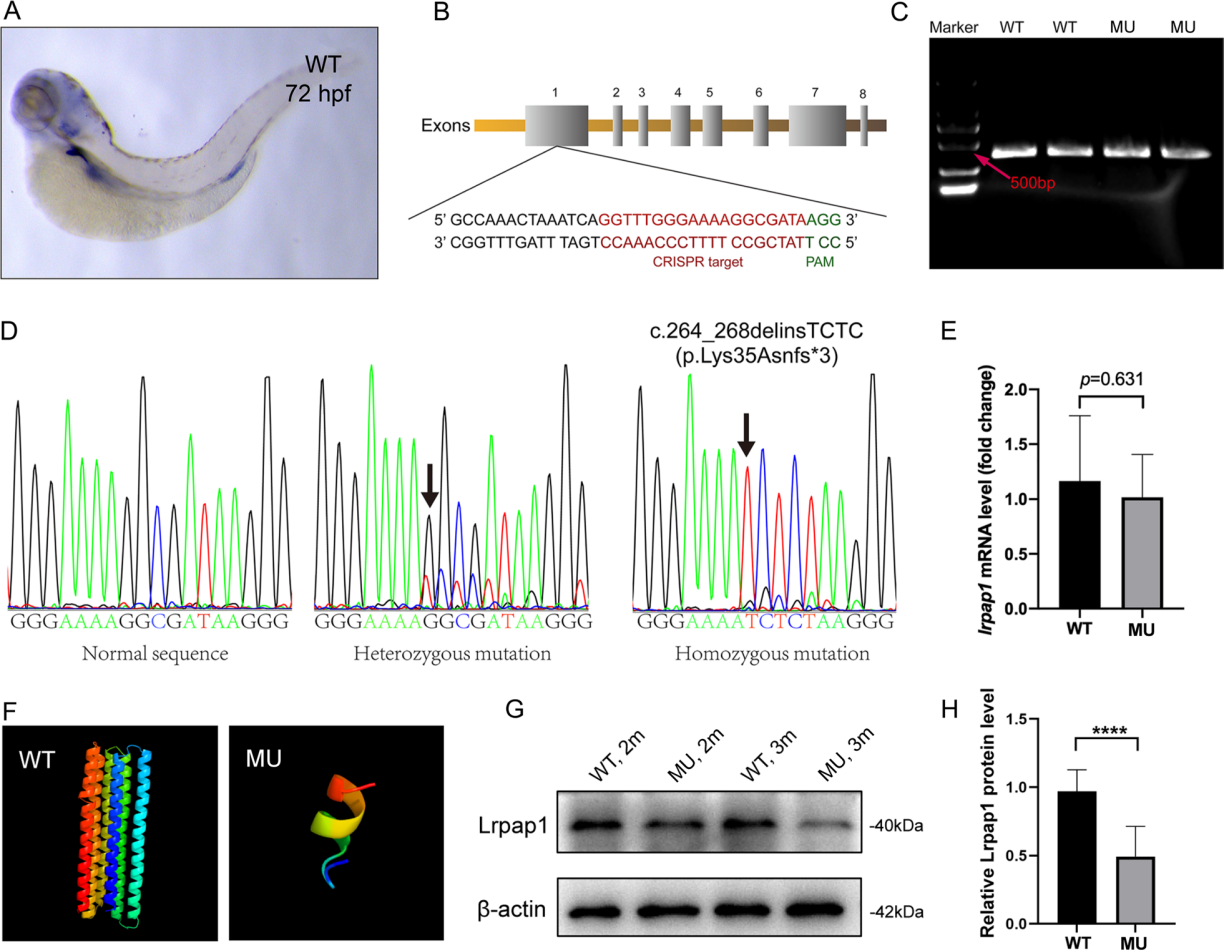
Generation of *lrpap1* knockout zebrafish. **A** Representative image of a zebrafish embryo (72 hpf) subjected to whole-mount in situ hybridization targeting *lrpap1*. **B** The gRNA target and its corresponding position in the *lrpap1* gene sequence are shown. **C** Agarose gel electrophoresis of the *lrpap1* DNA amplified fragments. **D** DNA sequencing results of wild-type, heterozygous, and homozygous zebrafish; the 5 bp deletion/4 bp insertion mutation (c.262_266delinsTCTC) is highlighted by the black arrows. The mutation was predicted to cause a frameshift with premature translation termination, resulting in an abnormal protein (p.Lys35Asnfs*3). **E** *lrpap1* mRNA expression was slightly decreased in the *lrpap* mutant lines, although this was not statistically significant (*p* = 0.631). **F** The protein structure of wild-type and mutant Lrpap1, as predicted by Phyre2. Image colored using the rainbow colors, from the N to C terminus. **G** Western blot analysis of the levels of Lrpap1 in the eyes of *lrpap1* mutant and wild-type zebrafish two months and three months post-fertilization. **H** Relative quantitative result of Lrpap1 protein revealed that the Lrpap1 protein levels were markedly lower in mutant zebrafish than in the wild-type. n = 10 for wild-type zebrafish and n = 10 for mutants*.* Statistical significance was determined using the Student’s t-test. ****p < 0.0001. β-Actin was used as the internal control. WT, wild-type; MU, *lrpap1* homozygous mutant. hpf, hours post-fertilization; 2 m, two months; 3 m, three months

### *Lrpap1* deficiency leads to progressive myopia

Adult zebrafish homozygous mutant line and wild type were shown under in vivo photography, and the heterozygous phenotype has not been investigated in this study (Fig. 2A). To be more specific, different ocular parameters were measured and calculated during the ocular development (Fig. 2B). The eye axis/body length ratio of mutant lines were significantly higher than that of their wild-type counterparts at both one and two months post-fertilization (Fig. 2C), indicating a mismatched development of the eye axis and trunk in mutant lines. Moreover, the eye axis length of *lrpap1* mutant zebrafish was significantly shorter than that of wild-type zebrafish at one month post-fertilization (Fig. 2D), and the body length was significantly shorter in mutant than in wild-type zebrafish at both one and two months post-fertilization (Fig. 2E). In addition, RRE significantly differed between mutant and wild-type zebrafish at two months post-fertilization (− 0.159 ± 0.083 and 0.003 ± 0.049, respectively; Fig. 2F), demonstrating myopic shift was occurred in mutant line. Importantly, consistent with previous study [24], we found a strong linear correlation between the axis of the eye and body length (R^2^ = 0.974, *p* < 0.0001; R^2^ = 0.975, *p* < 0.0001, respectively, Fig. 2G), as well as between the retinal diameter and lens diameter (R^2^ = 0.973, *p* < 0.0001; R^2^ = 0.907, *p* < 0.0001, respectively, Fig. 1H).

**Fig. 2:**
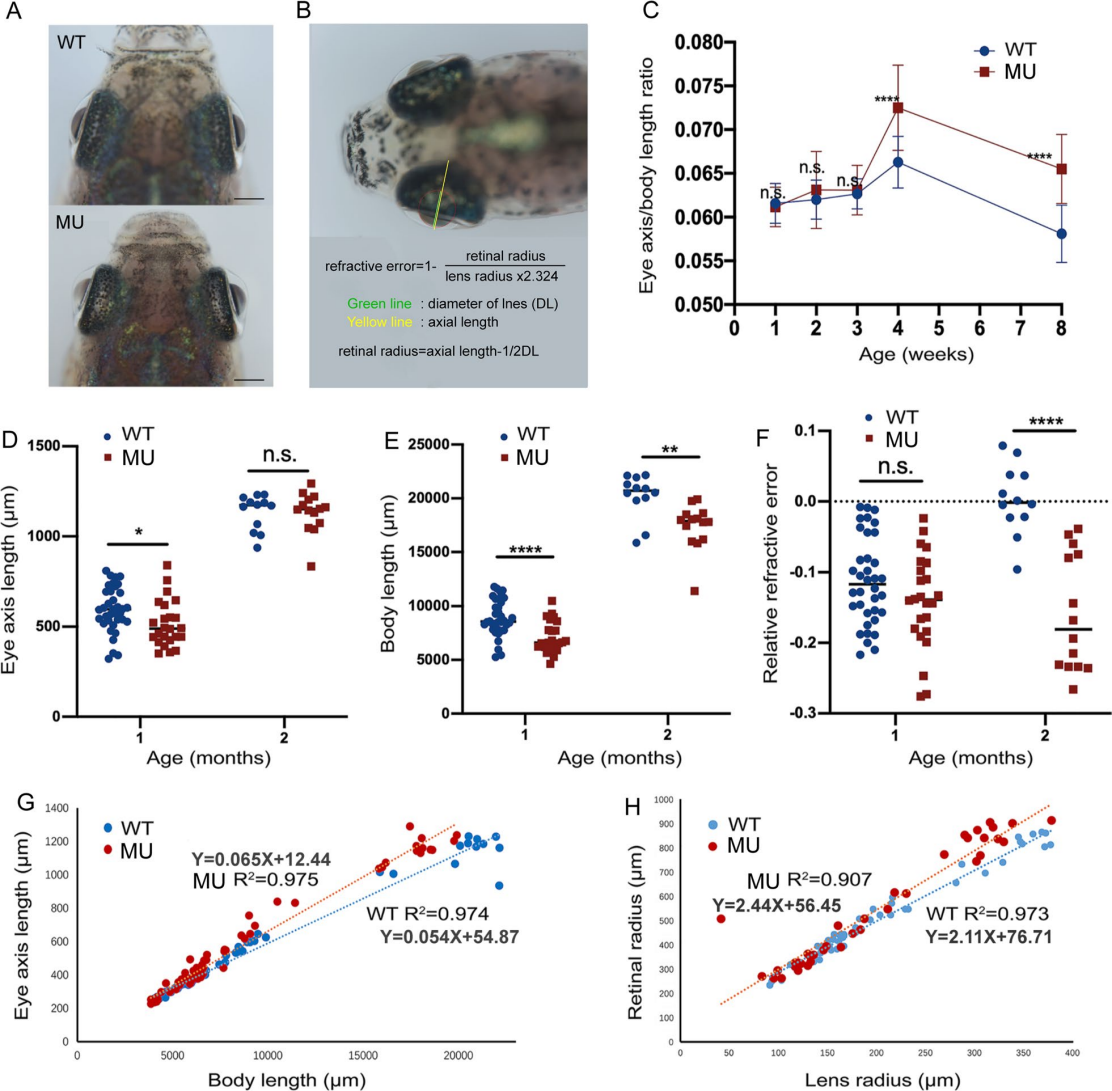
Longitudinal measurements of the eye dimensions using in vivo imaging. **A** Eye globes of wild-type and *lrpap1* mutant zebrafish at three months. The scale bars refer to 500 μm. **B** The different ocular parameters measured and the method of calculation of the relative refractive error (RRE) used. **C** The eye axis to body length ratio was determined at different time points. The eye axis length (**D**) and body length (**E**) of one- and two-month-old wild-type and mutant zebrafish were also determined individually. **F** RRE measurements in one- and two-month-old mutant and wild-type zebrafish. **G** Correlation analysis of the eye axis length and body length measurements. **H** Correlation analysis of the retinal radius and lens radius measurements. WT, wild-type. MU, *lrpap1* homozygous mutant. Statistical significance was determined using the Student’s t-test: n.s. = no significance; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. For wild-type zebrafish, n = 16, 13, 12, 36, and 12 eyes one week, two weeks, three weeks, one month, and two months post-fertilization, respectively. For the *lrpap1* mutant line, n = 12, 10, 13, 24, and 14 eyes one week, two weeks, three weeks, one month, and two months post-fertilization, respectively

We next analyzed the anatomical structure of the zebrafish eyeball using HE staining and TEM. The RRE was calculated based on the anatomical structure (Fig. 3A). The significant RRE difference between mutant and wild-type line were detected from two months post-fertilization, as gradually proceeding toward myopic direction at two and three-months post-fertilization (Fig. 3B), suggesting a progressive myopia development. In line with these results, TEM showed that collagen fibers of sclera were thinner and more disordered in mutant than in wild-type lines (Fig. 3C–E).

**Fig. 3:**
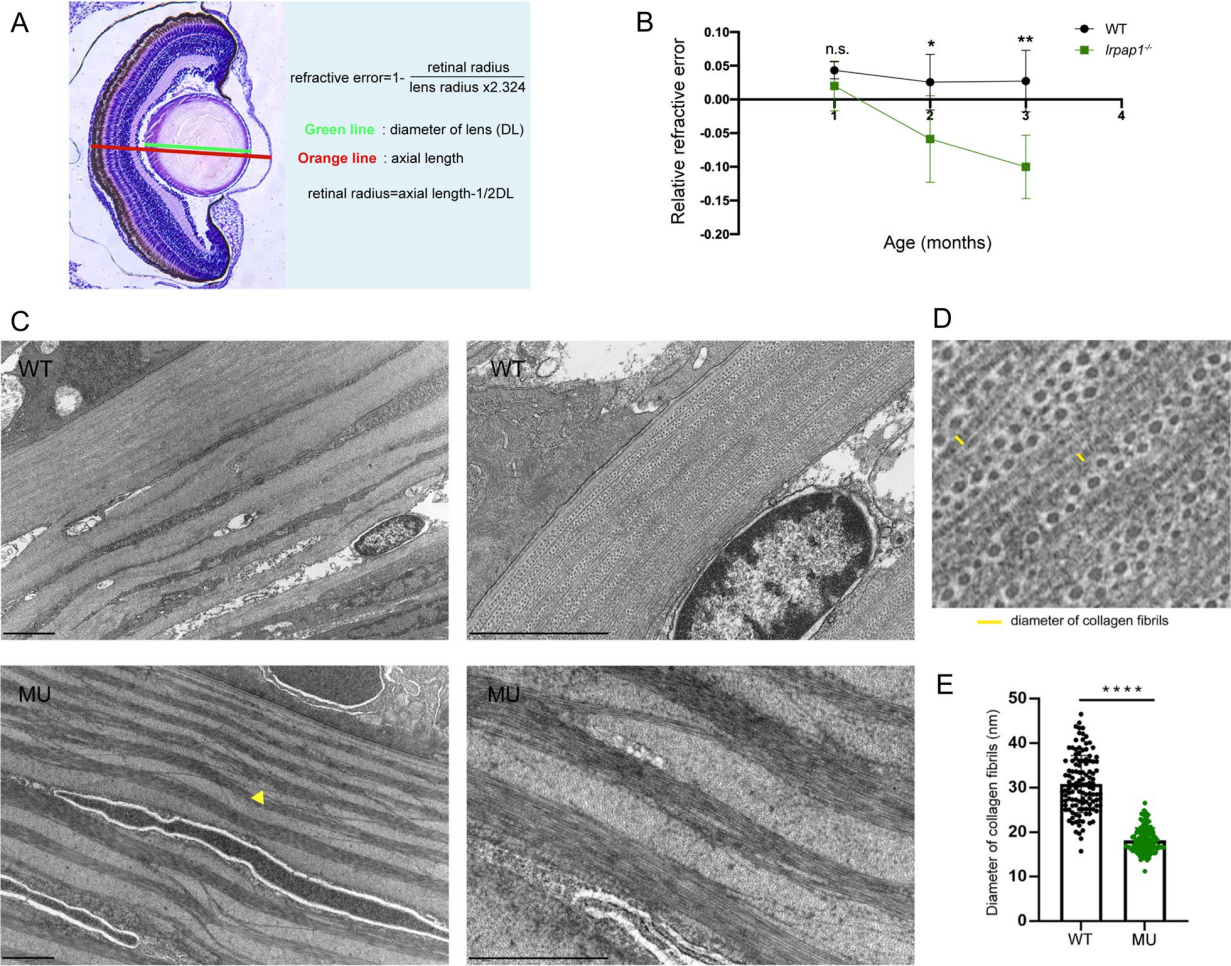
Histological analysis via hematoxylin–eosin (HE) staining and ultrastructural analysis using transmission electron microscopy (TEM). **A** The method used to calculate the relative refractive error (RRE). Refractive error = 1-retinal radius/ (lens radius × 2.324). **B** RRE quantitative data. N = 8 and 14 eyes for 1-month-old wild-type and mutant zebrafish, respectively; n = 18 and 17 eyes for 2-month-old wild-type and mutant zebrafish, respectively; n = 10 and 21 eyes for 3-month-old wild-type and mutant zebrafish, respectively. **C** Electron micrographs of 3-month old zebrafish from the two groups. The yellow triangle points to disordered collagen fibers. The scale bars refer to 2 μm. **D** Schematic diagram of collagen fiber diameter measurement. **E** Quantification of the diameter of the collagen fibers; 120 fibers per group were analyzed. WT, wild-type. MU, *lrpap1* homozygous mutant. Statistical significance was determined using the Student’s t-test: n.s. = no significance; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001

### Bioinformatics analysis based on RNA sequencing reveals apoptosis and necroptosis in *lrpap1* mutant line

To identify differentially expressed genes in the *lrpap1* mutants, RNA sequencing was performed on three month-old zebrafish. 

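Eyeballs were taken from 6 wild-type and 6 lrpap1 mutant zebrafish at 3 months, the age given in the methods. The authors enriched polyadenylated mRNA with oligo(dT), sequenced it on an Illumina HiSeq2500 and aligned the reads to GRCz11 with HISAT2. They deposited the unnormalized count of reads on each of 37055 genes in each sample, with TPM values, which divide each count by the length of the gene and rescale each sample to the same total. The paper's text does not name the program that counted the reads or whether it used the strand. The total count was between 7988538 and 9829112 in the wild-type samples, with a median of 9341515.5, and between 7996647 and 9780310 in the mutant samples, with a median of 8815772.5. Between 23147 and 23821 genes had at least 1 count in each sample, and 9334 genes had no count in any sample. Counts were scaled by edgeR's TMM method and tested with its quasi-likelihood test, and p values were adjusted by the Benjamini-Hochberg method over the 18984 genes that passed edgeR's default filter on low counts. Genes with an adjusted p value under 0.05 and an absolute log2 fold change over 1 were taken as differentially expressed, as in the methods. Expression is given as CPM, the count of a gene relative to the TMM-scaled total of its sample, with the SD over the 6 samples of a genotype. Each sample was taken to come from 1 fish, which the methods do not state outright. The standard errors of log2 fold changes were derived from the test's F statistic.

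The targeted gene, lrpap1 (low density lipoprotein receptor-related protein associated protein 1), lies on chromosome 1 of GRCz11 from 41131526 to 41141443 on the forward strand. Its mRNA was still present in every mutant sample, with 144 to 201 counts, against 214 to 273 counts in the wild-type samples. It was measured at 27.1 ± 3.82 CPM (SD, n = 6) in wild-type and 18.9 ± 2.14 CPM (SD, n = 6) in mutant eyes. The log2 fold change was -0.52 (standard error 0.11, adjusted p = 0.0108 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An exact permutation test of log2(CPM + 1), two-sided, gave p = 0.00433. The ranges of the genotypes overlapped, with a lowest wild-type value of 22.0 and a highest mutant value of 22.3 CPM. With each sample left out in turn, the log2 fold change stayed between -0.56 and -0.46.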

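The Pearson correlation of log10(TPM + 1) was computed for each of the pairs among the 12 samples, over the 27721 genes with a TPM above 0 in at least 1 sample. Among the 15 pairs of mutant samples r was between 0.964 and 0.979, with a mean of 0.973 ± 0.0047 (SD). Among the 15 pairs of wild-type samples it was between 0.941 and 0.978, with a mean of 0.965 ± 0.0123 (SD). Among the 36 pairs that joined a wild-type and a mutant sample it was between 0.925 and 0.969, with a mean of 0.955 ± 0.0113 (SD), so the ranges overlapped. The mean r within a genotype was 0.969, and the difference of 0.0140 from the mean between genotypes was larger than in any other assignment of the genotype labels (exact permutation test, one-sided, p = 0.00216, the smallest p the permutations can give). Each sample correlated better on average with its own genotype than with the other. For wild-type sample 5 the means were 0.966 and 0.965, and wild-type sample 3 had the lowest mean r with the other wild-type samples, 0.9495. On linear TPM that sample's mean r was 0.787 with the other wild-type samples and 0.765 with the mutants. On that scale the other 5 wild-type samples each correlated better on average with the mutants than with their own genotype, as wild-type sample 1 did with means of 0.956 and 0.911. Their own-genotype means include wild-type sample 3, with which they correlated at only 0.687 to 0.849. Pairs among these 5 samples were at 0.949 to 0.993, and their pairs with mutants at 0.936 to 0.984. Sample 3 therefore lowered each of these own-genotype means. The difference within minus between genotypes on linear TPM was 0.0159 (exact permutation test, one-sided, p = 0.00216).

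**Figure D1:**
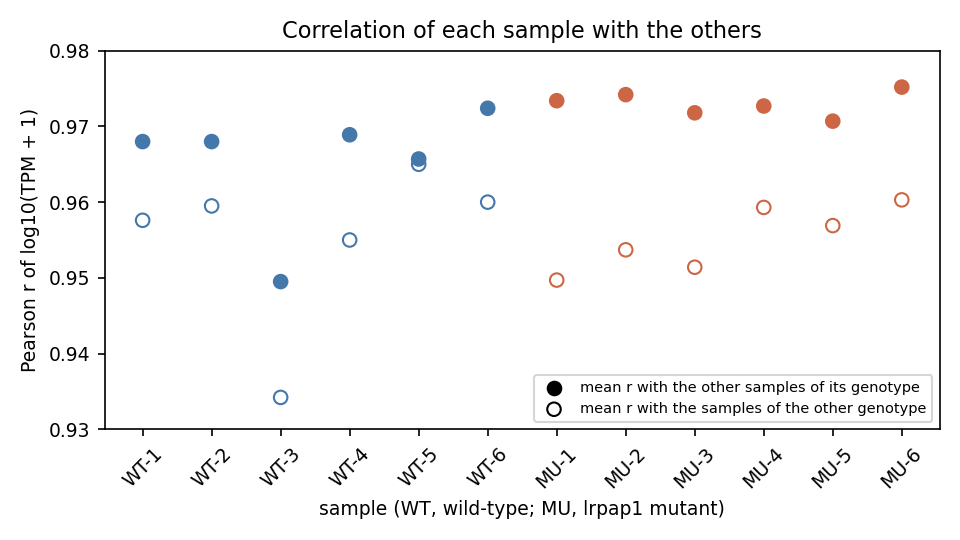
Mean Pearson correlation of log10(TPM + 1) of each of the 12 samples with the other samples of its genotype (filled circles) and with the samples of the other genotype (open circles). The filled circle lies above the open one for every sample, with means of 0.966 and 0.965 for wild-type sample 5, and wild-type sample 3 is the lowest at 0.9495 and 0.934.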

Based on correlation analysis of 12 samples, expectedly, samples from the same genotype showed a high correlation (Fig. 4A) and this validates our dataset overall. In the heat map (Fig. 4B), each matrix entry represents a gene expression value. 

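Of the genes tested, 1106 had no overlap between the 6 wild-type and the 6 mutant samples in CPM, against a share of 0.216% given by chance. Among the differentially expressed genes without overlap, the 5 largest rises and the 5 largest falls were as follows. The rises were ifit8 (interferon-induced protein with tetratricopeptide repeats 8, chromosome 13, 17695323 to 17697158), an uncharacterized gene on chromosome 22 (35426108 to 35429164), si:dkey-162h11.3 (chromosome 7, 980370 to 998985), mxb (myxovirus resistance B, chromosome 1, 7574224 to 7603573) and jac1 (jacalin 1, chromosome 7, 8415487 to 8417388). ifit8 had 0 to 1 counts in the wild-type samples and 36 to 114 in the mutant samples, and its mean in the mutants, 6.10 ± 3.04 CPM (SD, n = 6), was at least 15.4-fold higher than what 3 counts are worth in a wild-type sample. By the same floor, the gene on chromosome 22 was at least 16.8-fold higher and si:dkey-162h11.3 at least 26.6-fold higher. mxb was at 0.258 ± 0.298 CPM (SD, n = 6) in wild-type and 17.5 ± 9.29 CPM (SD, n = 6) in mutant samples, a log2 fold change of 6.00 (standard error 0.55, adjusted p = 3.57e-05 from edgeR's quasi-likelihood test). The log2 fold change of jac1 was 5.76 (standard error 1.08, adjusted p = 0.00457 from the same edgeR test), and the SD of 8.34 CPM among the mutants exceeded their mean of 5.74 CPM.

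The falls were LOC100535170 (chromosome 21, 1073978 to 1074916), si:ch211-181d7.3 (chromosome 15, 42741271 to 42760125), an uncharacterized gene on chromosome 8 (3334708 to 3336273), LOC108180725 (chromosome 21, 45920161 to 45920740) and si:dkey-23c22.6 (chromosome 8, 22393904 to 22407982). No mutant sample had more than 3 counts on any of them. LOC100535170 had 147 to 456 counts in the wild-type samples and was at least 74.9-fold lower in the mutants, and si:ch211-181d7.3 was at least 89.6-fold lower. The uncharacterized gene on chromosome 8, LOC108180725 and si:dkey-23c22.6 were at least 9.34-fold, at least 8.23-fold and at least 19.7-fold lower. Most of these genes have no symbol of their own, and where they have near-identical copies their reads could have been split between copies by the authors' counting.

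**Figure D2:**
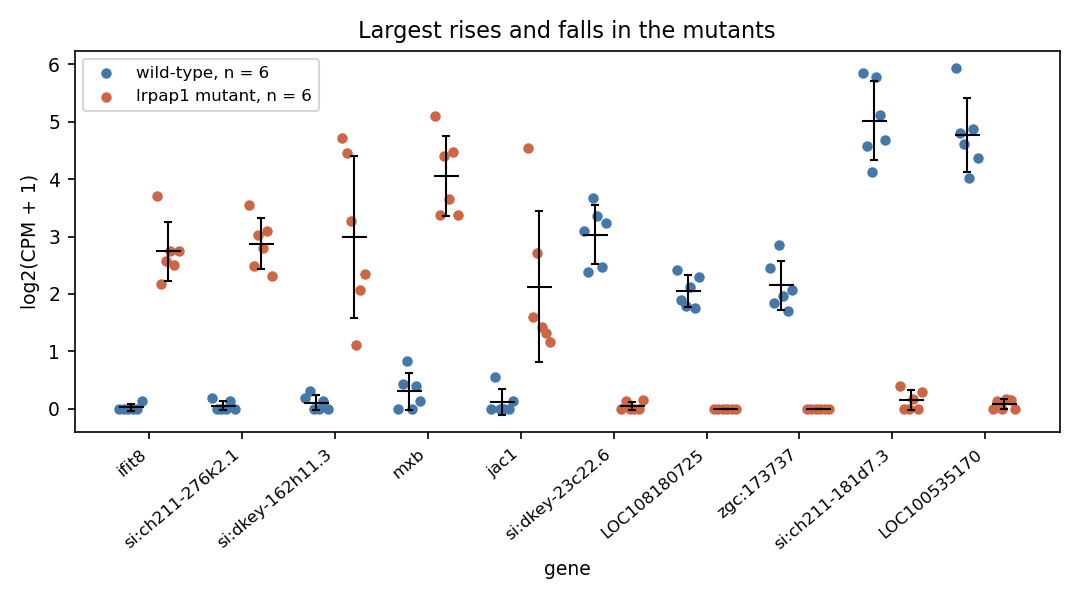
Expression of the 5 genes with the largest rise and the 5 with the largest fall, as log2(CPM + 1) on the vertical axis. Each point is 1 sample, with 6 wild-type and 6 mutant samples per gene, and the bars give the mean and SD. The genotypes do not overlap for any of these genes, and the mutants are most spread for si:dkey-162h11.3 and jac1.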

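With edgeR's quasi-likelihood test, 864 genes were differentially expressed between lrpap1 mutant and wild-type eyes, of which 698 were upregulated (80.8%) and 166 were downregulated in the mutants. Without a minimum fold change, 2124 genes had an adjusted p value under 0.05. Of the 864 genes, 513 (59.4%) had no overlap between the genotypes. Among the alternatives set in advance that kept both thresholds, the number was highest with DESeq2, the program named in the methods, and lowest with a filter of at least 10 counts in every sample. DESeq2 gave 1525 genes, 1117 upregulated and 408 downregulated, of which 856 were among the 864, and the filter gave 464. With an unadjusted p value under 0.05 and the same fold change, edgeR's test gave 1172 genes, 928 upregulated and 244 downregulated. With each sample left out in turn, between 686 and 1160 genes were differentially expressed, and between 75.2% and 84.0% of them were upregulated. On simulated counts for these genes with 200 changed genes, edgeR's test called 181 of the changed genes and 6 unchanged ones. DESeq2 called 188 and 17. Of the simulated genes with an adjusted p under 0.05 at any fold change, 4.7% were unchanged ones with edgeR and 16.8% with DESeq2.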

Of note, the volcano map (Fig. 4C) shows detection of 1661 differentially expressed genes between *lrpap1* mutant and wild-type zebrafish samples, using the criteria *p*-value < 0.05 and |Log (fold change)|> 1, of which 1209 genes were upregulated and 452 were downregulated. 

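The 22 genes circled in the volcano map of the paper are the Apoptosis line of Table S5. Of these, 16 had enough counts for the main test, and 14 were differentially expressed, all upregulated in the mutants. lmna (lamin A, chromosome 16, 30520857 to 30569587) had the smallest adjusted p of the list. It was measured at 37.1 ± 8.37 CPM (SD, n = 6) in wild-type and 143 ± 40.6 CPM (SD, n = 6) in mutant eyes, a log2 fold change of 1.95 (standard error 0.19, adjusted p = 5.33e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The death receptor gene fas (chromosome 17, 23619302 to 23631827) rose from 0.977 ± 0.553 CPM to 3.92 ± 1.12 CPM (SD, n = 6 each), with a log2 fold change of 1.99 (standard error 0.36, adjusted p = 0.00389 from the same edgeR test). Its counts were low, 3 to 17 in the wild-type and 17 to 50 in the mutant samples. ctss2.1 (cathepsin S, ortholog2, tandem duplicate 1, chromosome 16, 29509127 to 29513434) had the largest log2 fold change of the tested genes, 2.12 (standard error 0.29, adjusted p = 0.000588 from edgeR). The caspase genes casp8l2, casp6l1, casp3b and casp6 had log2 fold changes of 1.74, 1.63, 1.51 and 1.11. The other upregulated genes were capn2b, ern2, ctsz, ctsc, si:dkey-103e21.5, ikbkb and csf2rb, and over the 14 genes the log2 fold change was between 1.04 and 2.12 and the adjusted p between 5.33e-05 and 0.0373. Of the 16 tested genes, 10 had no overlap between the genotypes in any sample. The call of csf2rb (adjusted p = 0.0373 from edgeR) was lost in 9 of the fits that each left out one sample.

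The 2 genes of the list that fell were an uncharacterized gene on chromosome 9 (7676476 to 7684002), with a log2 fold change of -1.02 (standard error 0.34, adjusted p = 0.0653 from edgeR's quasi-likelihood test), and LOC795766 (mitogen-activated protein kinase kinase kinase 14), with a log2 fold change of -1.01 (standard error 0.33, adjusted p = 0.0607 from the same edgeR test), so neither passed. The other 6 genes, LOC101885345, birc5a, traf1, LOC100331324, ctsl.1 and bcl2l11, had at most 40 counts in any sample and were left out by the filter. Without the filter all 6 were higher in the mutants, and LOC101885345, birc5a and traf1 were differentially expressed. ctsl.1 had at most 2 counts in a wild-type sample and was at least 1.2-fold higher, and the log2 fold changes of the other 5 were between 1.54 and 1.84. DESeq2 called 19 of the 22 genes. Adjusted over the list alone, all 16 tested genes had an adjusted p under 0.05, but the list was chosen by the paper from these same samples.

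**Figure D3:**
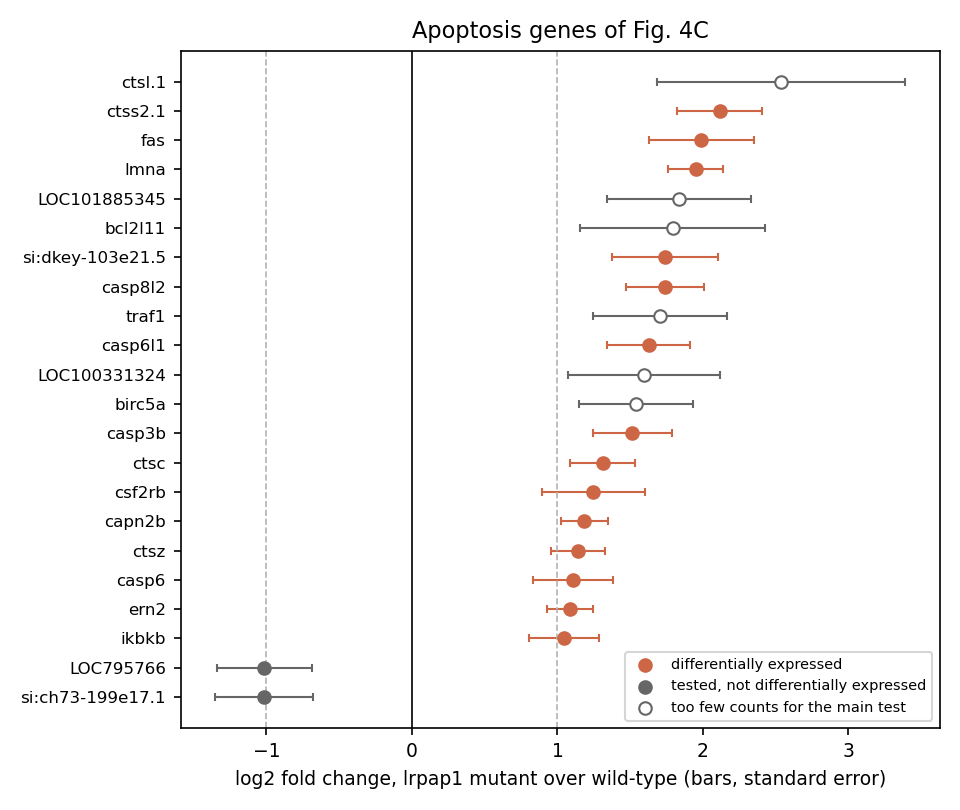
Log2 fold change of the 22 genes, mutant over wild-type, with the standard error as bars and dashed lines at an absolute value of 1. Filled orange circles are the 14 differentially expressed genes, filled grey circles the 2 tested genes that did not pass, and open circles the 6 genes with too few counts for the main test, whose values come from the fit without the filter. For ctsl.1, which had at most 2 counts in a wild-type sample, only the bound of at least 1.2-fold higher holds.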

Among them, 22 differentially expressed genes were associated with apoptosis factors, including 20 up-regulated genes and 2 down-regulated genes. We conducted gene set enrichment analysis (GSEA) to examine if the genes in apoptotic signaling pathway were upregulated in the *lrpap1* gene mutant. 

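Gene set enrichment analysis ranks all genes by how far the genotypes differ and asks whether the genes of a set lie together near one end of the ranking. Genes were ranked by the signal-to-noise ratio of TPM, mutant over wild-type, and the 165 genes listed in Table S3 were used as the set, of which 148 were among the tested genes. The enrichment score was 0.511 and the normalized enrichment score 1.731. Of 100 splits of the 12 samples into groups of 6, the real one included, only the genotypes gave a score as high (one-sided permutation test, p = 0.01, the smallest p that 100 splits can give), although the highest of the others was 0.508. The running sum peaked at rank 3939, and 60 of the 148 genes lay at or above it. The signal-to-noise ratio was above 0 for 113 of the 148 genes (76.4%), against 63.0% of the other tested genes, and 54 of the 148 genes lay below the middle of the ranking. On log2(TPM + 1) the score was 0.505 (same permutation test, p = 0.03). As single genes, 11 of the 148 were differentially expressed, all upregulated, and 91 of the 148 had a positive log2 fold change. The odds of being differentially expressed were 1.69 times those of the other tested genes, a ratio not distinguishable from 1 (Fisher's exact test, two-sided, p = 0.108). The paper reasons from the place of such a set in the ranking to whether the apoptosis pathway was upregulated in the mutants, and concludes that it was (Fig. 4D).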

The results revealed that all the 165 genes in the differential expressed gene set related to apoptosis were enriched at the top of the list; the gene set was upregulated, with an NES score of 1.642 and a *p *value of 0.010 (Fig. 4D, Additional file 4: Table S3). Gene ontology (GO) (Fig. 4E) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis (Fig. 4F) were performed. 

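The 10 genes that Table S4 lists under cysteine-type endopeptidase activity involved in apoptotic process were all differentially expressed with edgeR's test, and all were upregulated in the mutants, with log2 fold changes between 1.11 and 3.16. They comprise casp8l2, casp6l1, casp3b, casp6, si:dkey-103e21.5, pycard, caspb, caspbl and a pair of uncharacterized genes on chromosome 7 (19600262 to 19604900) and chromosome 6 (13111346 to 13117321). pycard (PYD and CARD domain containing, chromosome 16, 41984032 to 41990414) was measured at 6.25 ± 0.737 CPM (SD, n = 6) in wild-type and 13.8 ± 3.16 CPM (SD, n = 6) in mutant eyes, with a log2 fold change of 1.14 (standard error 0.16, adjusted p = 0.000825 from edgeR's quasi-likelihood test). caspb (caspase b, chromosome 1, 58050910 to 58064721) rose from 15.8 ± 6.59 CPM to 36.4 ± 10.2 CPM (SD, n = 6 each), with a log2 fold change of 1.21 (standard error 0.25, adjusted p = 0.00702 from edgeR). caspbl, whose name marks it as a near copy of caspb, so that their reads could have been split by the counting, had the least certain change of the list, a log2 fold change of 2.36 (standard error 0.61, adjusted p = 0.0233 from edgeR). Of the 10 genes, 7 had no overlap between the genotypes. Under the wider term cysteine-type endopeptidase activity, 16 of the 19 genes that could be tested of the 21 listed were differentially expressed, all upregulated. The genes in these lists were chosen by the paper from these same samples.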

In GO, molecular functions involved in the apoptotic signaling pathway and apoptotic process included endopeptidase activity, and cysteine-type endopeptidase activity (Additional file 5: Table S4). 

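Table S5 lists 18 genes under Necroptosis, a regulated form of cell death, and 4 of them, capn2b, casp8l2, fas and si:dkey-103e21.5, are also on its Apoptosis line. Of the 18 genes, 16 had enough counts for the main test. All 16 were differentially expressed and upregulated in the mutants, with log2 fold changes between 1.07 and 2.96. The list was chosen by the paper from these same samples, so most of its genes were likely to pass here. stat1b (chromosome 9, 41218898 to 41268830) rose most, from 3.34 ± 1.91 CPM in wild-type to 25.9 ± 7.86 CPM in mutant eyes (SD, n = 6 each), with a log2 fold change of 2.96 (standard error 0.31, adjusted p = 7.1e-05 from edgeR's quasi-likelihood test). ripk3 (receptor-interacting serine-threonine kinase 3, chromosome 7, 1323440 to 1366221) was measured at 3.36 ± 0.875 CPM (SD, n = 6) in wild-type and 7.02 ± 1.59 CPM (SD, n = 6) in mutant eyes, with a log2 fold change of 1.07 (standard error 0.21, adjusted p = 0.00676 from edgeR). Of the 16 genes, 12 had no overlap between the genotypes. The 2 genes left out by the filter were il1b, with 0 to 9 counts in the wild-type and 8 to 29 in the mutant samples, and si:ch211-113a14.11, with 1 to 13 counts in the wild-type samples and none in the mutants, where it was at least 1.67-fold lower.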

In line with these results, KEGG analysis revealed that many differentially expressed genes were closely related to apoptosis and necroptosis (Additional file 6: Table S5). Detailed results of differential gene expression analysis and the genes of interest are shown in Additional file 5: Tables S4 and Additional file 6: S5, respectively.

**Fig. 4:**
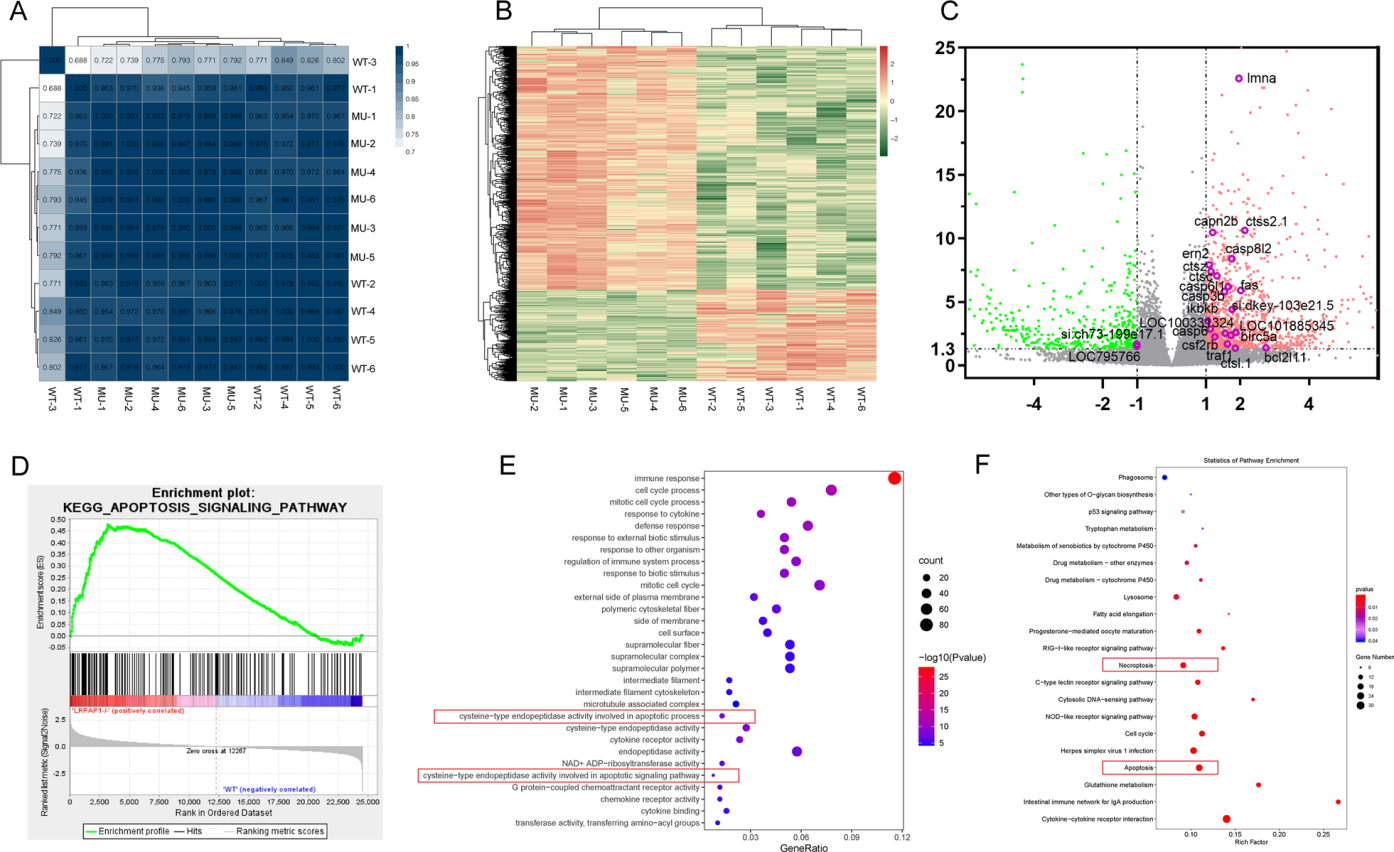
Results of RNA sequencing and bioinformatics analysis. **A** Correlation matrix. The darker the blue, the higher the correlation coefficient. **B** Heat map showing differentially expressed genes in the eyes of *lrpap1* mutant *versus* wild-type zebrafish. The log10 (TPM expression levels + 1) value is color-coded. **C** Volcano plot analysis of differentially expressed genes in *lrpap1*-deficient *versus* wild-type animals at three months post-fertilization. The abscissa represents the change in gene expression multiple in different samples, and the ordinate represents the statistical significance of the change of gene expression. The orange dots represent 91 genes significantly up-regulated in the mutant group, and the green dots represent 247 down-regulated genes. The purple circles show 22 genes associated with apoptosis factors. **D** GSEA analysis in the context of apoptosis pathway gene sets (NES = 1.642, *p* value = 0.010). **E**, **F** GO and KEGG analysis of the differentially expressed (|log2(Fold Change)|> 1 and Q value < 0.05). Apoptotic-related pathways are highlighted with red boxes. WT, wild-type. MU, *lrpap1* homozygous mutant

### Deleting *lrpap1* triggers apoptosis in the eyes of zebrafish

AO in vivo staining of embryos 24 hpf revealed many dense yellowish-green fluorescent bodies in the eyes of *lrpap1* mutant zebrafish (Fig. 5A), indicating a higher degree of apoptosis than in the eyes of control animals. The same phenomenon was also observed in adult fish, at three months post-fertilization, as revealed by TUNEL staining (Fig. 5B, red dots). Of note, apoptosis occurred mainly in choroid tissues; a small amount was also detected in the sclera and iris tissues.

**Fig. 5:**
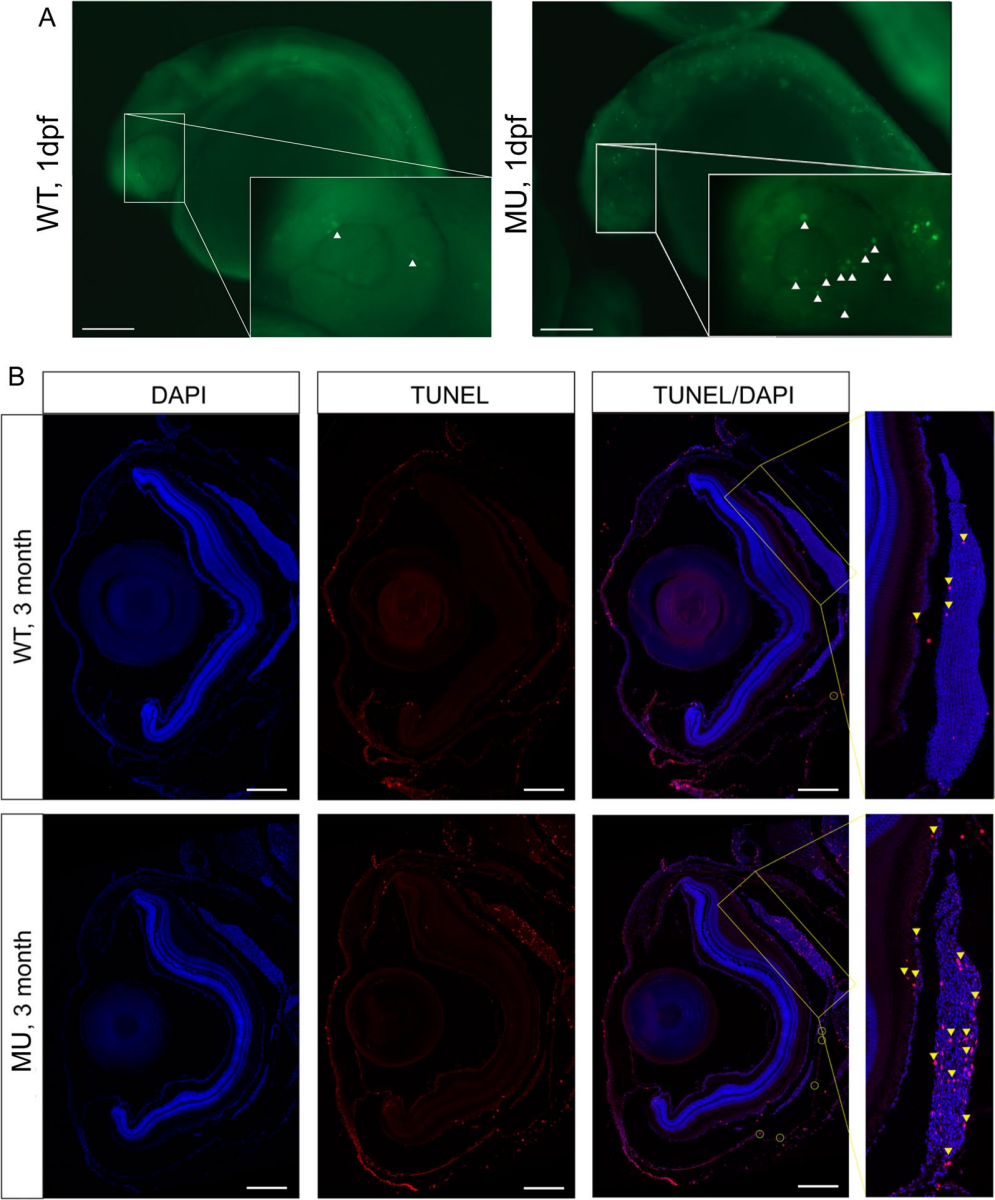
Knockout of *lrpap1* in zebrafish leads to increased apoptosis in the eye. (**A**) AO was used to quantify apoptosis in the eyes of 24 hpf embryos: green fluorescence, as highlighted using white triangles. (**B**) TUNEL staining was also used to investigate ocular apoptosis in adult zebrafish. Apoptosis is highlighted by yellow triangles, particularly in the choroidal tissue (magnified image). The green circles highlight apoptotic cells in the sclera. The scale bars refer to 200 μm. WT, wild-type. MU, *lrpap1* homozygous mutant. dpf, days post-fertilization

### *lrpap1* deficiency is associated with the upregulation of TGF-β

Immunoblot analysis showed that TGF-β was upregulated both at two and three months post-fertilization in mutant compared with wild-type zebrafish (Fig. 6A). Specifically, the relative quantitation result of TGF-β protein was shown in Fig. 6B (*p* < 0.05).

**Fig. 6:**
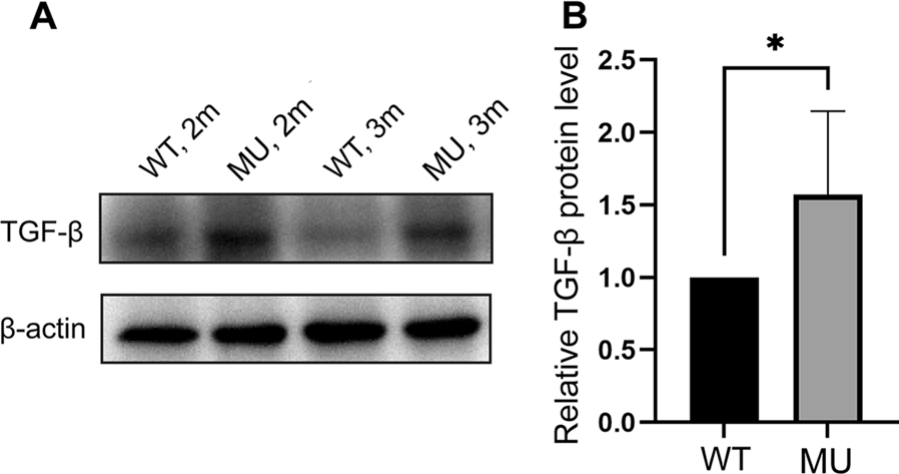
Lrpap1 deficiency is associated with the up-regulation of TGF-β. (**A**) Western blot analysis of TGF-β in the eyes of *lrpap1* mutants and wild-type zebrafish two months and three months post-fertilization. (**B**) Relative quantitative result of TGF-β protein. n = 8 for wild-type zebrafish and n = 8 for mutants*.* Statistical significance was determined using the Student’s t-test. *p < 0.05. β-Actin was used as the internal control. WT, wild-type; MU, *lrpap1* homozygous mutant; 2 m, two months; 3 m, three months

### TGF-β promotes apoptosis in the eye during development

Finally, we treated wild-type and knockout zebrafish with TGF-β agonist and TGF-β antagonist, respectively, and analyzed apoptotic cells in the eyes at 3 and 5 dpf. A statistically significant increase in the number of apoptotic cells was observed in wild-type zebrafish treated with the TGF-β agonists (Fig. 7A; B), whereas there was a significant decrease in the number of apoptotic cells in wild-type and mutant zebrafish treated with the TGF-β inhibitor. We found almost no apoptotic cells in the eyes of normal wild-type embryos or embryos treated with antagonist 5 dpf; however, a few apoptotic cells existed in their counterparts treated with the agonist. After the appearance of the *lrpap1* homozygous mutant phenotype, apoptosis persisted in the eyes of zebrafish at 3 and 5 dpf, and even the use of the TGF-β antagonist did not completely eliminate the occurrence of apoptosis. Additionally, at 5 dpf (Fig. 4C), the eyeball area of the agonist-treated group was larger than that of all other groups.

**Fig. 7:**
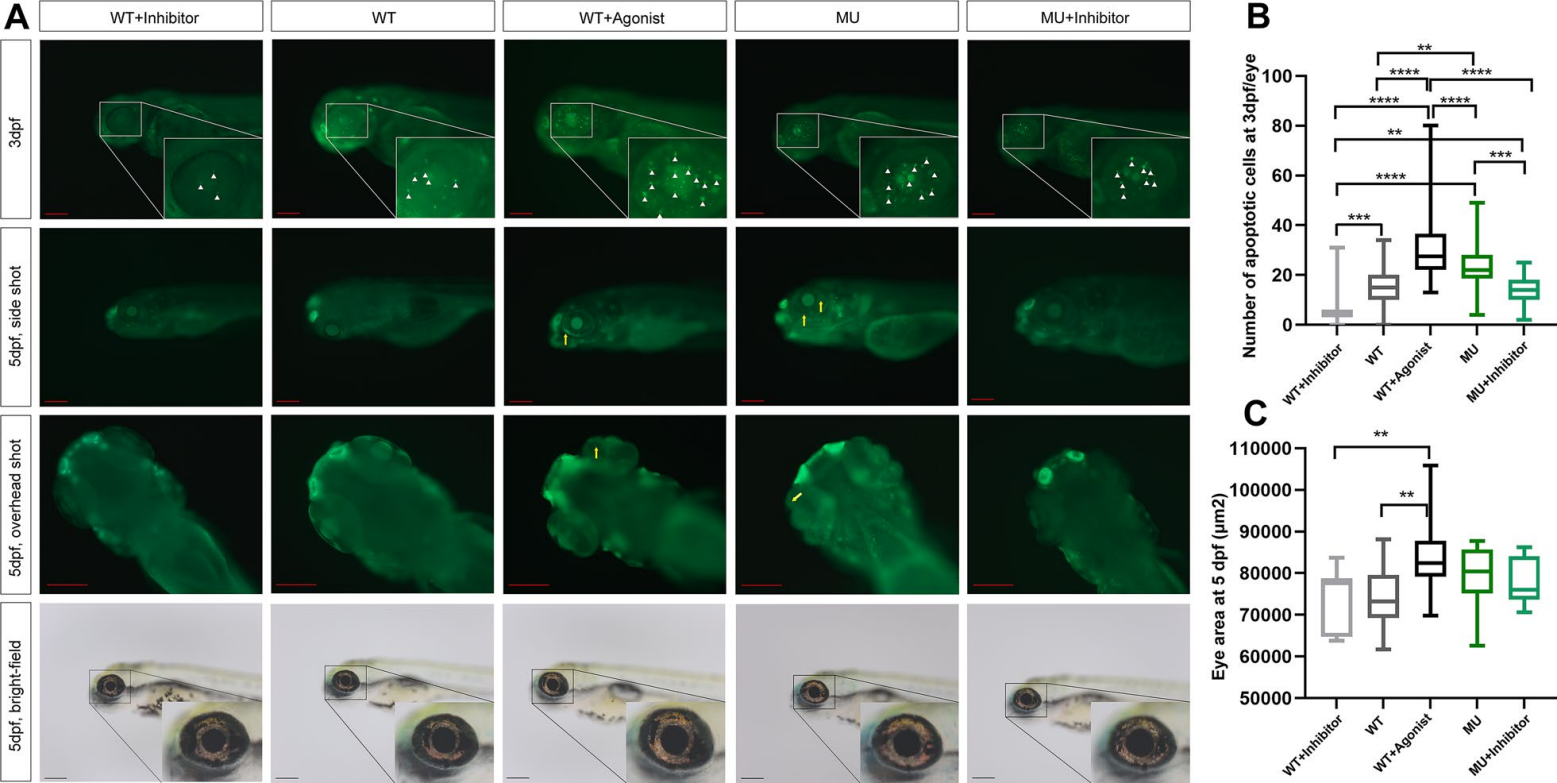
TGF-β promotes apoptosis in the eyes of zebrafish embryos during development. **A** As shown by the white triangles and yellow arrows, the bright green fluorescence from AO staining indicates the apoptosis in eyeballs in each group at 3 dpf and 5 dpf, respectively. The bright-field picture shows the side view of each group of embryos in which the eyeball is magnified in equal proportion. The scale bars refer to 200 μm. **B** Number of apoptotic cells at 3 dpf per eye from AO staining (n = 26, 54, 54, 45, and 39 from left to right). **C** Lateral area of the eyeball in each group (n = 11, 20, 21, 20, and 16 from left to right). *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. β-Actin was used as the internal control. WT, wild-type. MU, *lrpap1* homozygous mutant. dpf, days post-fertilization. 2 m, two months. 3 m, three months

## Discussion

To investigate the role of LRPAP1 in myopia development, a zebrafish model with a homozygous frameshift mutation of *lrpap1* (c.264_268delinsTCTC, p.Lys35Asnfs*3) was generated. A myopic phenotype was characterized in *lrpap1* homozygous mutant line. Furthermore, RNA sequencing analysis and functional studies established a relationship among *lrpap1*, TGF-β, and apoptosis in the context of the development of the eyes.

Indeed, our results showed that the deficiency of the *lrpap1* gene in zebrafish resulted in a myopia phenotype with a higher eye axial length-to-body length ratio, a myopic shift with RRE changes, and thinner scleral collagen fibers. In fact, null mutations of *LRPAP1* play an active role in the myopization process [5–9]. However, thus far, no functional studies have been performed. Interestingly, we found that after *lrpap1* deficiency, zebrafish developed more slowly than their wild-type siblings, as suggested by the fact that the eye axis length of *lrpap1* mutants was shorter than that of wild-type fish. Of note, after adjusting for the trunk length parameters, *lrpap1* mutant line had a larger eye axis length-to-body length ratio, with correlation coefficients close to 1. Therefore, our results, in line with those of previous studies [23, 24], suggest that this ratio is a good index to evaluate the myopia phenotype of zebrafish. In addition, because of the weak refractive power of the cornea in water, the matching degree of the lens size and retinal diameter can be used to evaluate the refractive state [23, 24, 29, 30]. We showed that the diameter of the retina in mutant fish does not match that of the lens; thus, the relatively longer axis of vision causes the image to fall in front of the retina, causing blurred vision. It is worth mentioning that the RRE measured using in vivo imaging and tissue sections was not consistent at one month, which may be owing to a different definition of the retinal radius. The position of the posterior pole of the eye is toward the sclera or choroid, resulting in a larger retinal radius and relative shift in diopter toward myopia. By demonstrating that homozygous mutant of *lrpap1* results in a myopic phenotype in zebrafish, we have created a model with which future studies can explore the mechanism of interaction between genes and environmental factors that causes myopia.

It is intriguing to consider that the loss of *lrpap1* function is associated with the upregulation of TGF-β expression, previously reported as an important molecular change in the process of myopia [16, 31–33]. LRPAP1 has a specific functional domain that binds to the ligand-binding site of LRP1, thereby protecting the LRP1 protein from degradation during folding, maturation, and transportation in cells [34, 35]. Interestingly, a decrease in LRP1 can over-activate the release of TGF-β from extracellular matrix (ECM) sources [36]. In addition, LRP1 regulates the proliferation and migration of human hepatic stellate cells via the modulation of the phosphorylation of ERK1/2 and of the TGF-β extracellular levels [37]. Here, we found that *lrpap1* deficiency led to the upregulation of TGF-β expression. TGF-β plays a role in regulating the ECM and acts in many diseases, including myopia [38–40]. Previous studies have shown that TGF-β is downregulated in the context of scleral tissues with myopia and associated with ECM degradation and fibroblast transformation via the increase in levels of MMP2 or α-SMA [41–43]. However, bFGF and TGF-β were reported to jointly regulate ocular development in a chick model; TGF-β may be an inhibitor of bFGF, leading to axial elongation and diopter change [44]. In our embryo study, treatment of wild-type animals with a TGF-β agonist resulted in faster eye development, which manifested as a larger eyeball area. Zebrafish are a good model for studying the effects of drugs on development; therefore, future studies should explore the effects of drugs or factors on eyeball development [45].

An important question is whether the functions and regulatory mechanism of TGF-β in ocular enlargement identified in this study are related to the activation of apoptosis. TGF-β was found to induce apoptosis in mouse mammary epithelial cells; this could be inhibited by transcriptional co-regulators [46]. Similarly, some studies on TGF-β-induced apoptosis in the context of other cell types have been reported [47]. Here, we discovered that TGF-β increased levels of apoptosis in the eyes and accelerated ocular development in early juvenile zebrafish, suggesting that the nearsightedness phenotype caused by *lrpap1* deficiency may be related to TGF-β-induced apoptosis. Furthermore, we observed sustained apoptosis in *lrpap1* mutant line, unless TGF-β-signaling was inhibited. Of note, myopia in mutant line appeared about one month after birth and became progressively worse, and apoptosis was observed as early as in the embryonic stage, suggesting that continuous apoptosis is the cause rather than just the result of myopia. This being said, we did not explore in depth the specific apoptosis-related molecular changes influenced by TGF-β, and we plan to follow these approaches in a subsequent study.

We hypothesized that the occurrence of apoptosis might interfere with the refractive state, through impact on the choroidal tissue. Recent studies have highlighted the role of the choroid in scleral remodeling and myopia [48]. Some studies have shown that choroidal thickness is negatively correlated with diopter measurements, and the thicker the choroid, the shorter the ocular axis [49, 50]. In this study, TUNEL immunofluorescence showed that apoptosis mainly occurred in the choroid tissue, with lower levels in the sclera and iris. It is possible that apoptosis occurring in the choroid affects the focus of refraction through histomorphological changes or that the activation of the apoptosis pathway indirectly regulates scleral growth remodeling by interfering with the molecular network of growth factors normally secreted by the choroid. All in all, TGF-β-induced apoptosis is a good entry point for future in-depth exploration of retino-choroidal scleral axis signaling network regulating refractive development, thus elucidating the underlying signaling pathways and mechanisms is essential to promote the development of novel therapeutic approaches for myopia based on the modulation of the choroidal function.

## Conclusion

In this study, we found that *lrpap1* gene deficiency leads to the development of a myopic phenotype in zebrafish, which may be related to apoptosis induced by the upregulation of TGF-β.

## Supplementary Information

**Additional file 1**.** Figure S1**. Immunohistochemical (IHC) results of LRPAP1 in 3-month-old zebrafish. (A) Negative control. (B) IHC targeting LRPAP1 for wild-type zebrafish.** Figure S2**. Western blot analysis of LRPAP1 in the eyes of lrpap1 mutants and wild-type zebrafish two months and three months post-fertilization. WT, wild-type; MU, lrpap1 homozygous mutant.** Figure S3**. Western blot analysis of TGF-β in the eyes of lrpap1 mutants and wild-type zebrafish two months and three months post-fertilization. WT, wild-type; MU, lrpap1 homozygous mutant.

**Additional file 2**.** Supplementary Table S1**. Tissue gradient dehydration procedure before paraffin section.

**Additional file 3**.** Supplementary Table S2**. Hematoxylin-Eosin (HE) staining procedure.

**Additional file 4**.** Supplementary Table S3**. Information of 165 apoptosis pathway related genes in GSEA analysis.

**Additional file 5**.** Supplementary Table S4**. Gene information of GO analysis.

**Additional file 6**.** Supplementary Table S5**. Gene information of KEGG analysis.

## Data Availability

All data are included in the article or available on request by contacting the corresponding author: . The RNA-seq data have been deposited at the NCBI Gene Expression Omnibus (GEO), and are accessible under the GEO Series accession number GSE186889.

# Supplementary material for: Lrpap1 deficiency leads to myopia through TGF-β-induced apoptosis in zebrafish
**Source:** Cell Commun Signal. 2022 Oct 19;20:162. doi: 10.1186/s12964-022-00970-9
**Supplement:** Supplementary file 2 — Additional file 1. Figure S1. Immunohistochemical (IHC) results of LRPAP1 in 3-month-old zebrafish. (A) Negative control. (B) IHC targeting LRPAP1 for wild-type zebrafish. Figure S2. Western blot analysis of LRPAP1 in the eyes of lrpap1 mutants and wild-type zebrafish two months and three months post-fertilization. WT, wild-type; MU, lrpap1 homozygous mutant. Figure S3. Western blot analysis of TGF-β in the eyes of lrpap1 mutants and wild-type zebrafish two months and three months post-fertilization. WT, wild-type; MU, lrpap1 homozygous mutant.

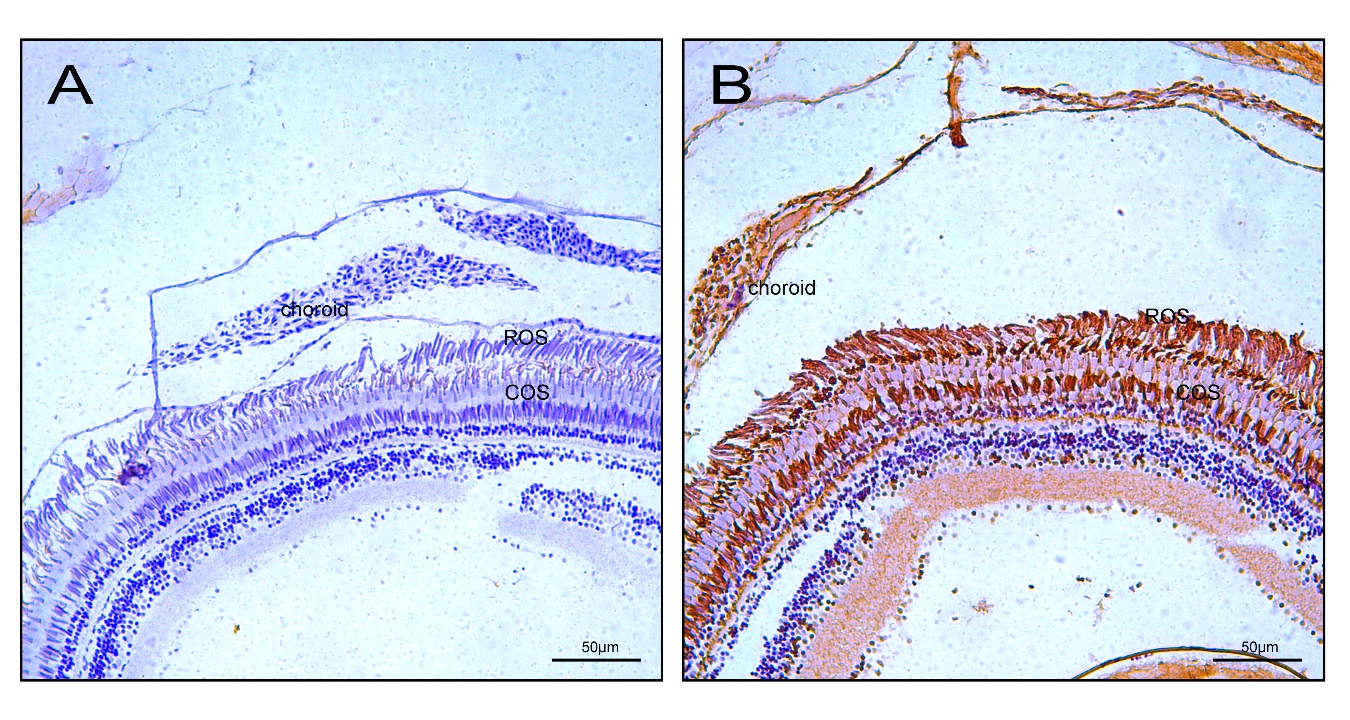
Figure S1. Immunohistochemical (IHC) results of LRPAP1 in 3-month-old zebrafish. (A) Negative control. (B) IHC targeting LRPAP1 for wild-type zebrafish.

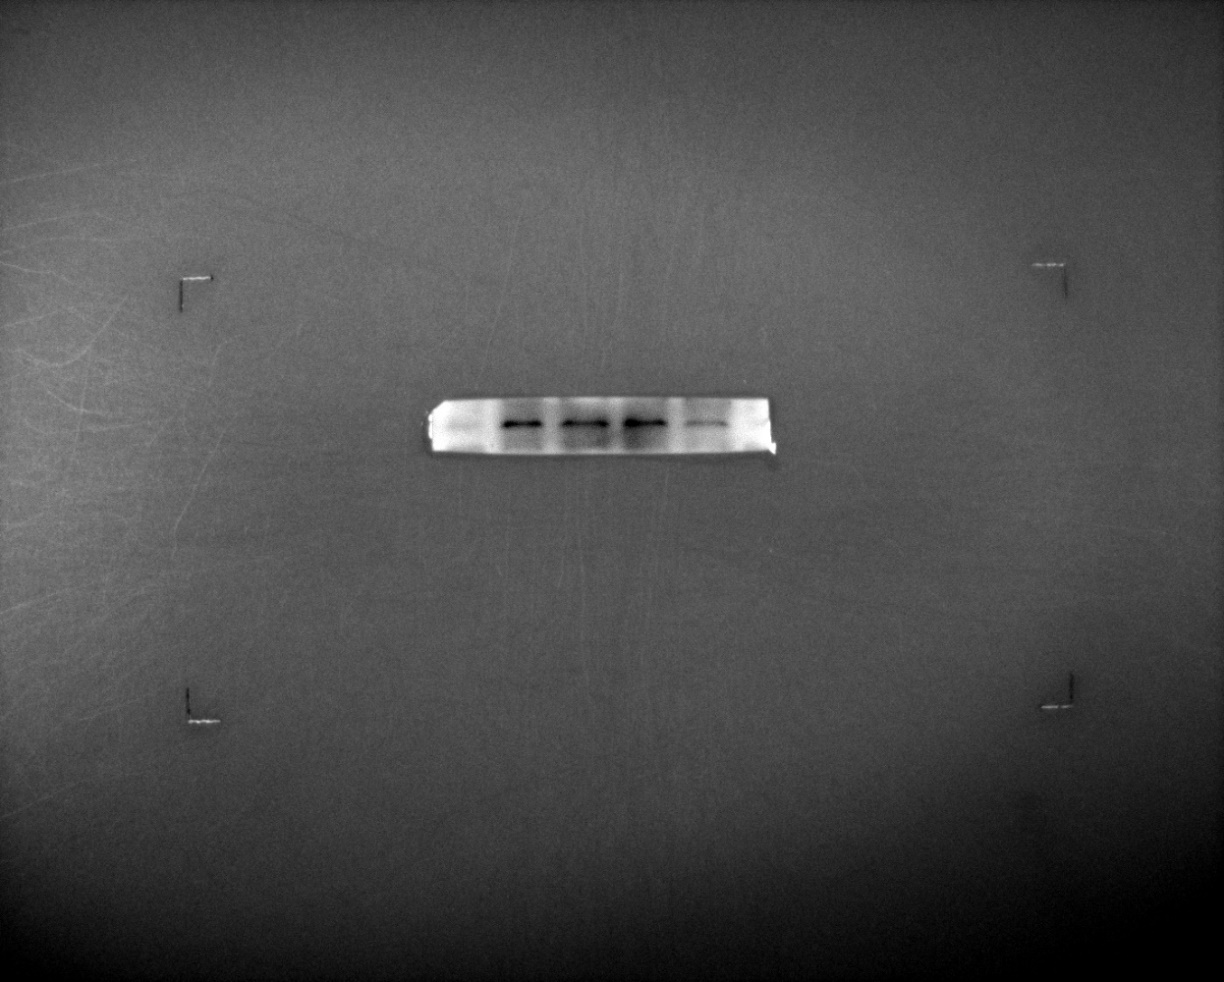

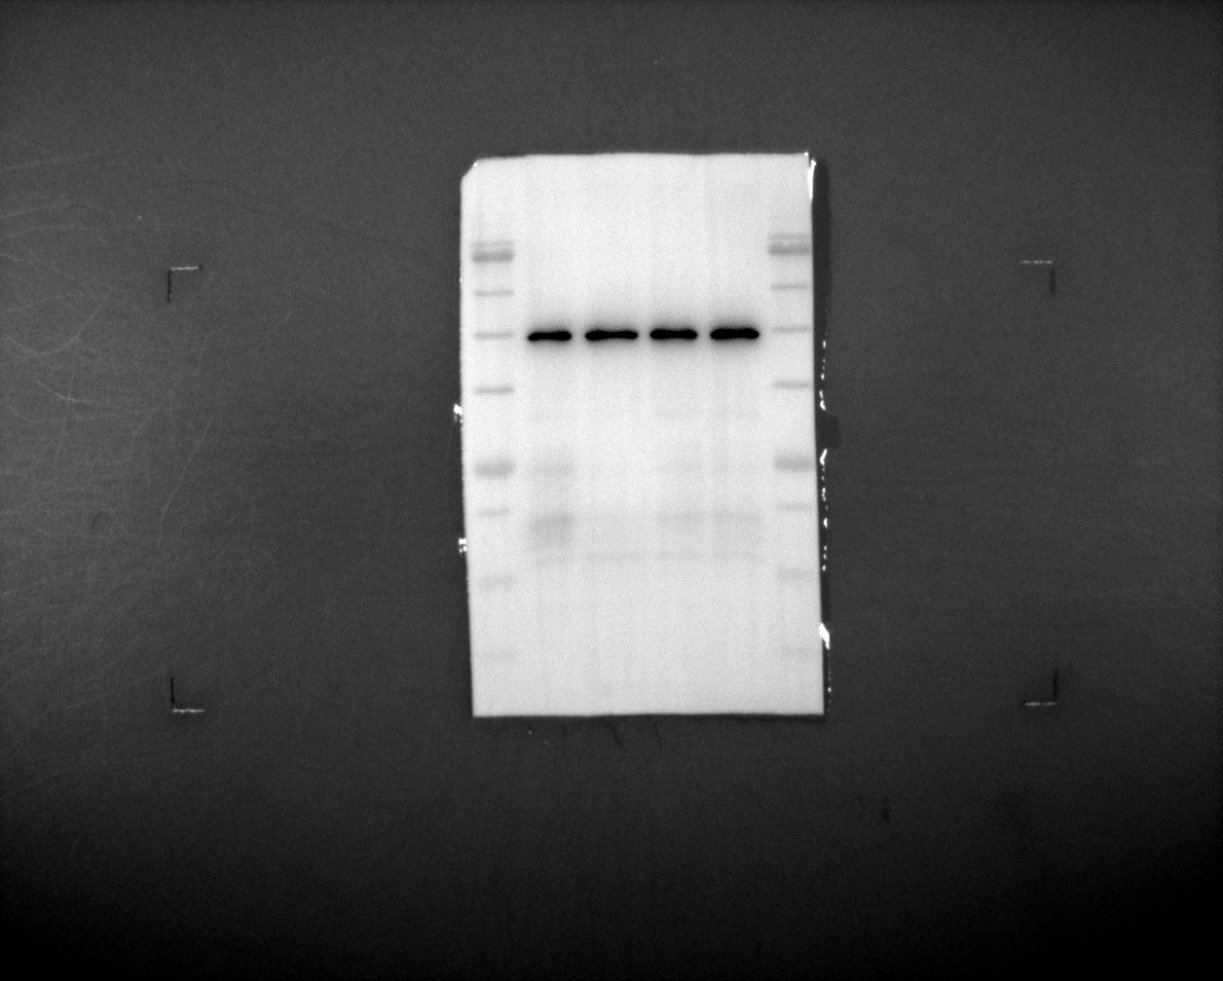

WT，3m

MU，3m

MU，2m

WT，2m

45kDa

35kDa

45kDa

MU，3m

WT，3m

MU，2m

WT，2m

β-actin

Lrpap1

Figure S2. Western blot analysis of LRPAP1 in the eyes of *lrpap1* mutants and wild-type zebrafish two months and three months post-fertilization. WT, wild-type; MU, *lrpap1* homozygous mutant.

β-actin

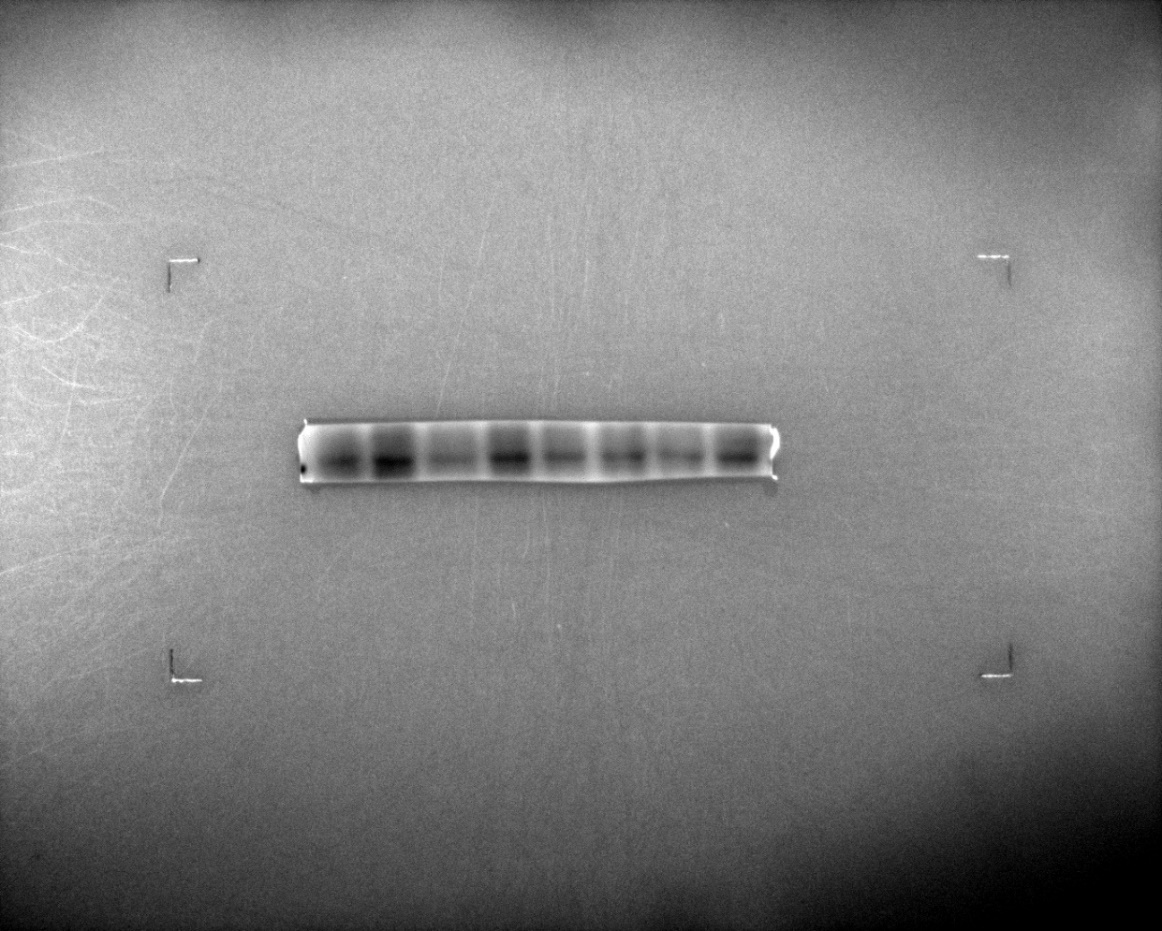

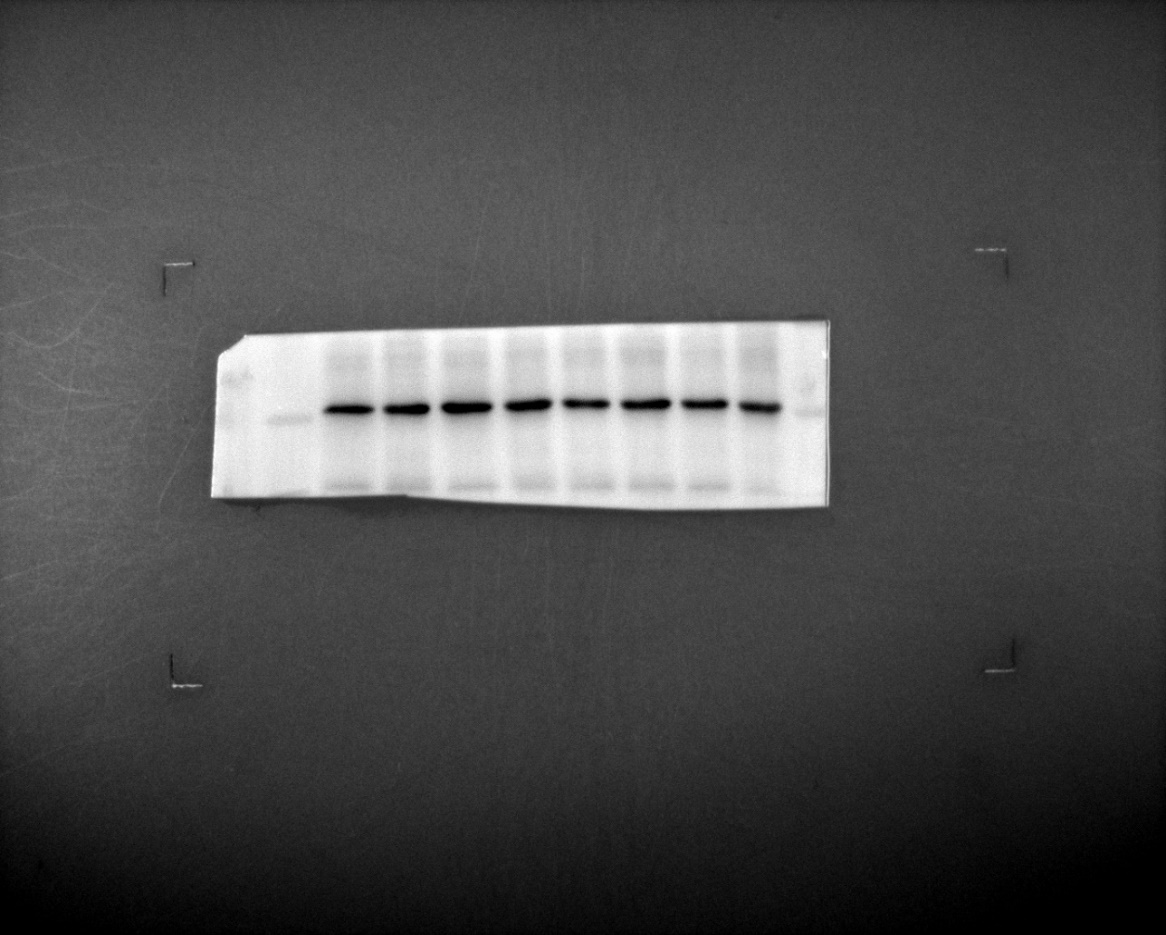

45kDa

MU，3m

WT，3m

MU，2m

WT，2m

MU，3m

WT，3m

MU，2m

WT，2m

MU，3m

WT，3m

MU，2m

WT，2m

MU，3m

WT，3m

MU，2m

WT，2m

TGF-β

45kDa

Figure S3. Western blot analysis of TGF-β in the eyes of *lrpap1* mutants and wild-type zebrafish two months and three months post-fertilization. WT, wild-type; MU, *lrpap1* homozygous mutant.

How the deposited data were processed for this re-analysis (not part of the article)

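RNA from the eyeballs of 6 wild-type and 6 lrpap1 mutant zebrafish at 3 months was sequenced. The authors aligned the reads to GRCz11 with HISAT2 and deposited the raw count of reads per gene in each sample. The authors also deposited TPM values, which were checked to equal the count divided by the listed gene length and rescaled to the same total in each sample, with a largest deviation of 5e-06. The methods name Ensembl for the genome, while the gene identifiers and links in the deposited table are those of NCBI Gene. The table gave 16 identifiers in the form of dates, and all 16 were resolved to gene symbols through their NCBI gene numbers and a table of zebrafish gene names from another assembly, from which no coordinates were taken. Coordinates are those of the deposited table. Samples were assigned to genotypes and replicate numbers by their labels. No pair of samples was the same library deposited again, since the counts of the most similar pair still differed by a chi-square of 7.43 per degree of freedom.

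Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM scaling, filterByExpr, glmQLFit and glmQLFTest, genotype as the only term), and p values were adjusted by the Benjamini-Hochberg method over the 18984 genes that passed the filter. A gene was called with an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds in the methods. DESeq2 1.42.0 with its default settings and limma 3.58.1 (voom with sample quality weights) were alternatives. Other alternatives were upper quartile scaling, scaling by library size only, no filter beyond at least 1 count, a filter of at least 10 counts in every sample, the replicate number as a block, other thresholds, and each of the 12 samples left out in turn. After the data had been seen, 9 further settings of DESeq2 were run to compare their numbers of genes with those of the paper, and a block was added to one of the gene set tests.

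The total count per sample was between 7988538 and 9829112, so a gene with an average of few counts carries a large counting error, and such genes were left out by the filter. A fold change against a genotype in which no sample had more than 3 counts is given as a lower bound, computed against 3 counts. The rule for the genes named in the text was set before the data were examined. It takes lrpap1, the genes of Fig. 4C, of the Necroptosis line of Table S5 and of the apoptotic endopeptidase line of Table S4, the TGF-β ligands, the lrp1 genes, mmp2, acta2, fgf2, the β-actin genes, and the 5 genes with the largest rise and the 5 with the largest fall among called genes whose genotypes did not overlap, which the results themselves select. The ligand tgfb5 was on that list and has no values here.

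The gene set analysis used the running sum with weight 1 on the signal-to-noise ratio of TPM, with the SD of a group set to at least 0.2 of its mean. Its p values came from 100 splits of the samples, or from 1000 random gene sets. Correlations between samples were computed on log10(TPM + 1). Scores of marker genes, from lists written before the data were examined, were the mean over genes of log2(CPM + 1) centred per gene. Exact permutation tests over the assignments of 6 of the 12 samples were used for single values. The tests were checked on simulated counts for 18984 genes, of which 200 were changed by known fold changes. Of these, edgeR called 181 (90.5%) and 6 unchanged genes, DESeq2 188 (94.0%) and 17, and limma 181 and 4. None of the changed genes had a low mean count or a change near the threshold, and DESeq2 was run there on the filtered genes only. The enrichments of GO and KEGG terms were not recomputed, since the gene annotation of all terms was not used here, and the lists of Table S4 that end before their stated number of genes were used only as far as they could be read. No check of GC content was made.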

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

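The tests of lens tissue, of cones and of proliferation, and those of the library size and labelling of wild-type sample 3, were chosen only after the result was seen. Of 154 groups of 6 values checked (CPM of the named genes, marker scores, total counts and mean correlations, each within a genotype), 13 had a sample far from the others by Dixon's ratio, the gap to the nearest sample over the whole range. About 1 in 20 groups, 7.7 here, would be so by chance, so single flags below carry little weight.

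Wild-type sample 3 stood apart in 3 measures. Its lens marker score was -6.06, against 0.24 to 1.36 in the other wild-type samples (Dixon's ratio 0.849), its skeletal muscle score was the lowest (ratio 0.651), and its mean correlation with the other wild-type samples was 0.9495 against 0.966 to 0.972 (ratio 0.707). Genes described as crystallins made up 0.132% of the TPM of this sample and 12.4% to 20.4% of the other 11 samples. Leaving out the 71 crystallin genes raised its mean r on linear TPM from 0.787 to 0.981, against 0.983 to 0.989 in the other wild-type samples, just below the range set for this test, while mutant sample 3 was at 0.979 with its own genotype. Other lens genes stayed in, so this test cannot tell whether a shortage of lens RNA accounts for the whole gap. Leaving out the 10 genes with the highest mean TPM did not bring it nearer (0.671). It was the highest wild-type sample on 0 of the 4 lists for muscle, brain, bone and erythrocytes, tested as tissue from outside the eye. Its total count of 9197390 lies within the range of the others, and it correlated less with the mutants (0.934) than with the wild-type samples, so neither library size nor a mislabelled sample accounts for it. The shortage of lens RNA itself could come from a lens lost in dissection or from the fish, which 1 fish cannot separate. The sample was also the lowest wild-type one for bone and cartilage (-1.432, against -0.174 to 1.124) and scleral collagen (-1.409, against 0.062 to 1.239). It was the highest for rods (0.483) and cones (0.7). None of these was flagged by Dixon's ratio, and mutants 4 and 5 were also low for bone and collagen. The shortage may thus not be of lens alone.

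The total count of wild-type sample 1, 7988538, was apart from the other wild-type samples, which had at least 9142860 (ratio 0.627). Among single genes, a sample was far from the others of its genotype for casp6 in wild-type sample 5 (0.788), birc5a in wild-type sample 2 (0.825), ifit8 in wild-type sample 6 (1.0, where the other 5 had no counts), jac1 in wild-type sample 2 (0.746), fas in mutant 6 (0.633), casp3b in mutant 1 (0.687), casp6 in mutant 6 (0.711), eif2ak2 in mutant 4 (0.703) and ifit8 in mutant 1 (0.63). No explanation was tested for these.

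Interferon response markers, which the paper does not discuss, were higher in the mutants: the score of 13 genes differed by 1.769 (exact permutation test, two-sided, p = 0.00216, the smallest p it can give; adjusted p = 0.00936 over 13 lists), and 6 of 6 mutants lay above the highest wild-type sample, which goes against a few infected fish as the source. With the leukocyte score as a covariate, 7 of the 8 interferon markers that passed an adjusted p of 0.05 in edgeR still did, so more leukocytes in the mutant eyes would not account for the rise. Housing, infection of the whole mutant stock, genetic background and the mutation itself cannot be told apart, since tanks and families were not analysed here.

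Leukocyte markers were higher by 0.986 (exact permutation test, p = 0.0108, adjusted p = 0.0281), with 4 of 6 mutants above every wild-type sample, and surface epithelium markers by 0.708 (exact permutation test, p = 0.00866, adjusted p = 0.0281), also with 4 of 6. With one sample left out in turn, the leukocyte difference was between 0.866 and 1.116. The adjusted p of the permutation test then ranged from 0.0211 to 0.0507, and for surface epithelium from 0.0141 to 0.0507. Proliferation markers were higher by 1.087 (exact permutation test, p = 0.00216, adjusted p = 0.00936), in 6 of 6 mutants. With the leukocyte score as a covariate, 0 of the 9 proliferation markers that passed in edgeR still did, so their rise cannot be told apart from more leukocytes in the mutant eyes. The covariate is correlated with genotype (r = 0.761). With it, 269 genes were called, 101 upregulated and 168 downregulated, against 698 and 166 without it, and 137 of the 269 were among the 864.

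Cone markers were lower in the mutants (difference -0.602, exact permutation test, p = 0.00216, adjusted p = 0.00936), with 6 of 6 mutants below every wild-type sample. The rod score differed by -0.126 (exact permutation test, p = 0.4). The difference in cone score minus rod score was -0.475 (exact permutation test, p = 0.00216). For the cone score, leaving out one fish gave differences between -0.651 and -0.522, with p at 0.00216, the smallest the permutations can give, which the complete separation of the genotypes fixes in advance. Most of the difference comes from 2 of the 10 genes. The cone genes are named here after their values were seen: opn1mw1, with a log2 fold change of -4.56 (standard error 0.55, adjusted p = 0.00022 from edgeR), and opn1mw2, with -0.92 (standard error 0.19, adjusted p = 0.00882 from edgeR), each lower in 6 of 6 mutants than in every wild-type sample. The other 8 had log2 fold changes between -0.43 and 0.11, 7 of them were lower in the mutants, and none passed in edgeR. The smallest permutation p values among the 8, exact and not adjusted, were 0.0173 for opn1sw1, 0.0238 for gngt2b and 0.0281 for arr3b. Without the 2 genes the cone score differed by -0.186 (exact permutation test, p = 0.167), and minus the rod score by -0.06 (exact permutation test, p = 0.545), but the 2 genes were left out because they passed, so this test cannot tell whether cone markers in general fell. Reads shared between near-identical opsin genes were not tested as a source of the change in these 2 genes.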

How the results depend on the processing

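The alternatives were chosen before the data were examined, apart from those named as chosen later. The number of called genes, 864 (698 upregulated and 166 downregulated), stayed within 1.5 times under limma-voom, upper quartile scaling, scaling by library size only, an unadjusted p and, for each sample left out in turn, at 686 to 1160 genes. DESeq2 gave 1525 genes (1117 upregulated and 408 downregulated). A filter of at least 10 counts in every sample gave 464 (390 and 74). No fold change minimum gave 2124 (1314 and 810), which moved the upregulated share from 80.8% to 61.9%. Without a filter on low counts, 324 genes were downregulated. The causes were not tested. The filter of at least 10 counts also leaves out genes that are nearly silent in one genotype and have many counts in the other. DESeq2 settings chosen after seeing the data gave 1528 genes (1119 and 409) with alpha 0.05, 1532 (1119 and 413) without Cook's cutoff, 1535 (1121 and 414) with both, 1473 (1084 and 389) without independent filtering, 1479 (1086 and 393) without either, and 2222 (1575 and 647) with an unadjusted p. Turning off outlier replacement changed none of these numbers where it was tried.

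The replicate numbers are shared by the genotypes but belong to different fish. Same-numbered samples deviated from their group means with a mean correlation of -0.082, against 0.018 for other pairs. With the replicate block, 640 genes were called (525 upregulated and 115 downregulated), of which 606 were among the 864, with 11 of the 22 apoptosis genes, 12 of the 18 necroptosis genes, 8 of the 10 endopeptidase genes and an odds ratio of 1.868 (Fisher's exact test, p = 0.101). The apoptosis set stayed directed upwards and past 0.05 in limma's camera with the block, an alternative chosen after seeing the data.

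With at least 10 counts in every sample, 10 of the necroptosis and 5 of the endopeptidase genes were called, and the others had fewer than 10 counts in at least 1 sample. The odds ratio of the apoptosis set was 1.693 (p = 0.108) and passed 0.05 with that filter (2.705, Fisher's exact test, p = 0.0061) and without a fold change minimum (2.208, p = 0.000209, where 27 of the 32 genes were upregulated). It was lower with DESeq2 (1.27, Fisher's exact test, p = 0.419), limma-voom (1.395, p = 0.274) and an unadjusted p (1.344, p = 0.303), and it ranged from 1.55 to 1.997 (p from 0.0273 to 0.197) across the 12 fits that each left out one sample. The enrichment score kept p under 0.05 and its direction in all rankings tried and without any one sample, from 0.467 to 0.546. The correlation within minus between genotypes kept p at 0.00433 or less in all alternatives.

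Called genes near lrpap1 had an odds ratio of 1.539 (Fisher's exact test, p = 0.0158) within 20 Mb, against 1.311 (p = 0.29) within 10 Mb. The lens score difference of 0.786 reversed to -0.346 without wild-type sample 3, and ranged up to 1.136. The pigmented cell score ranged from -0.162 to 0.019, the log2 fold change of mmp2 from -0.218 to 0.208 with intermediate reversals at 0.093, 0.12, 0.134 and 0.003, and that of fgf2 from -0.013 to 0.423, each across the fits without one sample and none past 0.05. Among the 53 single genes tested, DESeq2 moved 3 past an adjusted p of 0.05, 7 no longer passed it with the replicate block, and across the 636 values with one sample left out 17 no longer passed and 4 newly did. By the unadjusted permutation p, of 144 scores of the lists other than leukocytes with one sample left out, 9 no longer passed 0.05, all of them of the erythrocyte list, whose adjusted p of 0.108 had not passed, and 6 newly did. Adjusted over the lists, p ranged from 0.0211 to 0.0507 for leukocytes and from 0.0141 to 0.0507 for surface epithelium across these fits.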

Differences from the paper's values

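The paper's text gives 1661 differentially expressed genes, with 1209 upregulated and 452 downregulated, and edgeR's test gave 864, 698 and 166. That sentence of the paper names a p-value under 0.05, while its methods name an adjusted p value, the threshold used here. Of the alternatives set before the data were examined, DESeq2 (1525, 1117 and 408) and no filter on low counts (1238, 914 and 324) came within 1.5 times of all 3 numbers. For the total, an unadjusted p (1172), no fold change minimum (2124) and leaving out wild-type replicate 5 (1160) also did. For the upregulated genes these did too (928, 1314 and 964), and so did limma-voom (842). The other alternatives did not. Of the DESeq2 settings chosen after seeing the values, those that kept the adjusted p gave 1473 to 1535 genes and DESeq2 with an unadjusted p gave 2222, 1575 and 647, all within 1.5 times of the paper's numbers and none equal to them. The legend of Fig. 4C gives other numbers for the same plot, the paper's 91 upregulated and 247 downregulated genes. The number of upregulated genes here, 698, differs from the legend's 91, and no alternative set before the data were examined came within 1.5 times of it.

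The paper gives 22 differentially expressed apoptosis genes, and 14 were called here. DESeq2 (19), no filter on low counts (17) and an unadjusted p (16) came within 1.5 times, and the other alternatives set before the data were examined did not. Of the paper's 2 downregulated apoptosis genes, 0 were called, and both were called with an unadjusted p. Each of DESeq2, limma-voom and the fit without mutant replicate 3 called 1 of them. DESeq2 with an unadjusted p, which was chosen after seeing the values, called all 22, with 20 upregulated and 2 downregulated, the paper's numbers. On the simulated counts, 16.8% of the genes past DESeq2's adjusted p were unchanged ones, against 4.7% with edgeR. The unadjusted p was not tried there. DESeq2 called the uncharacterized gene on chromosome 9 (7676476 to 7684002), LOC101885345, birc5a, traf1 and LOC100331324. No filter called LOC101885345, birc5a and traf1, and leaving out one sample called birc5a in some fits. LOC795766 was called by limma-voom and without mutant replicate 3. Thinning all libraries to the smallest, run as a test of library size, called 15 of the 22 genes, also within 1.5 times. These included the gene on chromosome 9. ctsl.1 and bcl2l11 were called only by DESeq2 with an unadjusted p, which was chosen after seeing the values. Of the necroptosis genes, si:ch211-113a14.11 was called by DESeq2 and without the filter, and il1b by DESeq2.

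The correlation of wild-type samples 1 and 3 is about 0.69 in Fig. 4A, read by eye, and was 0.949 on log10(TPM + 1). On linear TPM it was 0.687, and no other alternative set before the data were examined closed the gap. The paper states that all genes of the apoptosis set lay at the top of the ranking, while here 54 of the 148 tested genes of the set lay below the middle of the ranking. The ranking here is not the paper's own, since its values differed from those of Table S3 by up to 0.27. The paper's Table S3 marks 52 genes of the whole set as core genes. The paper states that the drop in lrpap1 mRNA, measured by qRT-PCR, was not significant, and in these libraries the log2 fold change was -0.52 with an adjusted p of 0.0108 in edgeR.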

Other observations

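The tests of the end of chromosome 4, and that of leukocytes as a source of the excess of upregulated genes, were chosen only after the result was seen.

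The number of called genes, 698 upregulated and 166 downregulated, was tested against chance and technical explanations. Of the 32 splits of the 12 samples that part all 6 same-numbered pairs, only the genotypes (1 split) gave as many called genes as 864. The largest of the others gave 242, of which 211 changed in the same direction. That split only exchanges wild-type sample 5 and mutant sample 5, so the genotype difference itself enters its number. Another 68 random splits, which part fewer of the pairs, gave at most 16. Thinning every library to the smallest total gave 844 genes (675 upregulated and 169 downregulated), and leaving out the 100 genes with the most counts gave 868 (700 and 168), so neither library size nor a few genes taking most of the counts accounts for the number. The log2 fold change followed gene length with a Spearman rho of 0.136 over the tested genes, under the limit of 0.2 set before the test. With the leukocyte marker score as a covariate, 269 genes were called, 101 upregulated and 168 downregulated, an upregulated share of 37.5% over a set of genes of which 137 were among the 864. Of the 864, 851 kept their direction with the covariate, and their median log2 fold change went from 1.37 to 0.88. The covariate is correlated with genotype (r = 0.761), so this test cannot tell more leukocytes in the mutant eyes from other effects of genotype.

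The rise of apoptosis genes was tested in the same way. Only the real split (1 of the 32 that part the same-numbered pairs) gave as high an enrichment score, though one of the others came to 0.508 against 0.511. With the leukocyte marker score as a covariate, 2 of the 14 apoptosis genes of Fig. 4C that passed an adjusted p of 0.05 in edgeR still did, and 13 of the 14 kept their direction. With it, 1 of the 18 necroptosis genes and 0 of the 10 apoptotic endopeptidase genes were called. The median log2 fold change of the 14 genes went from 1.41 to 1.05 with the covariate, against 1.59 to 0.56 for the 9 proliferation markers. Since the covariate is correlated with genotype, the lost calls do not show that the rise itself is lost, and a part of more leukocytes in it cannot be ruled out. The loss was not particular to apoptosis genes, since 145 of the 864 called genes still passed with the covariate.

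A concentration of called genes near lrpap1, which variants linked to the mutation could give, was not found within 10 Mb. In that range, 15 of 256 tested genes (5.86%) were called against 4.53% elsewhere, an odds ratio of 1.311 (Fisher's exact test, two-sided, p = 0.29), and 15.5% of windows of 20 Mb across the genome held as high a share. Without genes that share a description or have no symbol of their own, the odds ratio was 1.143 (Fisher's exact test, p = 0.678), so this test cannot tell whether reads shared between near-identical genes play a part. Within 20 Mb the odds ratio was 1.539 (Fisher's exact test, p = 0.0158).

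The share of called genes was highest at the end of chromosome 4. From 59 Mb on, 34 of 182 tested genes were called (18.7%, 20 upregulated and 14 downregulated), against 4.41% elsewhere, an odds ratio of 4.97 (Fisher's exact test, p = 1.78e-12, for a region picked because its share was high). Without genes that share a description or have no symbol of their own, 35 tested genes remained with an odds ratio of 0.91 (interval 0.02 to 5.45), so reads shared between near-identical genes could be the cause and this test cannot tell. Different genetic backgrounds of the lines were not tested.

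None of the 4 TGF-β ligand genes measured was called with edgeR. These are RNA values, while the rise in TGF-β that the paper reports was of protein, by immunoblot. The log2 fold change of tgfb1b was 1.06 (standard error 0.35, adjusted p = 0.0644 from edgeR's quasi-likelihood test), above the wild-type median in 6 of 6 mutants. Over the alternatives its adjusted p ranged from 0.032 with DESeq2 to 0.155 without mutant replicate 2. It was under 0.05 with DESeq2 and in 3 of the fits without one sample. With DESeq2 the log2 fold change of tgfb1b was 1.07, so it passed both thresholds there. tgfb1a (0.23, adjusted p = 0.621 from edgeR), tgfb2 (0.31, adjusted p = 0.483) and tgfb3 (0.05, adjusted p = 0.799) did not differ detectably by the adjusted p. The same held for lrp1aa (0.28, adjusted p = 0.316 from edgeR), lrp1ab (0.18, adjusted p = 0.343) and lrp1ba (0.06, adjusted p = 0.744), and for mmp2 (-0.06, adjusted p = 0.947), acta2 (0.65, adjusted p = 0.171) and fgf2 (0.24, adjusted p = 0.712). The β-actin genes, the internal control of the paper's qRT-PCR and immunoblots, had log2 fold changes of 0.35 (actb1, adjusted p = 0.105 from edgeR) and 0.10 (actb2, adjusted p = 0.648). Over the alternatives the adjusted p of actb1 ranged from 0.0477 with DESeq2, the only one under 0.05, to 0.187 without mutant replicate 2, and the exact permutation test of actb1, two-sided and not adjusted, gave p = 0.0325.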
